# A non-canonical role for the EDC4 decapping factor in regulating MARF1-mediated mRNA decay

**DOI:** 10.7554/eLife.54995

**Published:** 2020-06-08

**Authors:** William R Brothers, Steven Hebert, Claudia L Kleinman, Marc R Fabian

**Keywords:** mRNA decay, RNA binding protein, mRNA decapping, endonuclease, gene expression, None

## Abstract

EDC4 is a core component of processing (P)-bodies that binds the DCP2 decapping enzyme and stimulates mRNA decay. EDC4 also interacts with mammalian MARF1, a recently identified endoribonuclease that promotes oogenesis and contains a number of RNA binding domains, including two RRMs and multiple LOTUS domains. How EDC4 regulates MARF1 action and the identity of MARF1 target mRNAs is not known. Our transcriptome-wide analysis identifies bona fide MARF1 target mRNAs and indicates that MARF1 predominantly binds their 3’ UTRs via its LOTUS domains to promote their decay. We also show that a MARF1 RRM plays an essential role in enhancing its endonuclease activity. Importantly, we establish that EDC4 impairs MARF1 activity by preventing its LOTUS domains from binding target mRNAs. Thus, EDC4 not only serves as an enhancer of mRNA turnover that binds DCP2, but also as a repressor that binds MARF1 to prevent the decay of MARF1 target mRNAs.

## Introduction

The regulated decay of eukaryotic mRNA populations plays an important role in the post-transcriptional control (PTC) of gene expression. These PTC programs are, in turn, critical for regulating a number of biological processes, including during early development, cell proliferation and immune response. The major mRNA decay pathway in eukaryotes initiates with the shortening of the mRNA poly(A) tail (deadenylation), which is carried out by the CCR4-NOT deadenylase complex (Yamashita et al., 2005). mRNA deadenylation is then followed by recruitment of the DCP1-DCP2 decapping complex that hydrolyzes the mRNA 5’-cap structure. This complex is comprised of the DCP2 decapping enzyme, DCP1 (associates with DCP2) and enhancers of mRNA decapping (EDC) proteins (i.e. EDC3 and EDC4). EDC4 enhances mRNA decapping by binding both DCP1 and DCP2 stimulating DCP2 activity (Chang et al., 2014). Once the 5’-cap is removed to yield a 5’ monophosphate, the mRNA is committed for degradation by the 5’-to-3’ exonuclease XRN1. Many proteins that play a role in mRNA metabolism, including EDC4 and other mRNA decapping factors, are found associated with processing (P)-bodies, cytoplasmic ribonucleoprotein granules that contain translationally repressed mRNAs (Hubstenberger et al., 2017; Standart and Weil, 2018). In addition to binding DCP1 and DCP2, human EDC4 also interacts with the RNA binding protein MARF1 (meiosis regulator and mRNA stability factor 1), a recently characterized endonuclease that promotes oogenesis (Bloch et al., 2014; Kanemitsu et al., 2017; Nishimura et al., 2018; Su et al., 2012a; Yao et al., 2018).

Mammalian MARF1 proteins contain a NYN endonuclease domain (Figure 1A) that adopts a PIN-like fold (Nishimura et al., 2018; Su et al., 2012a; Yao et al., 2018). In addition to its NYN domain, MARF1 also contains a number of RNA binding modules, including two RRMs and eight tandem winged helix-turn-helix (wHTH) LOTUS (Limkain, Oskar, and Tudor containing proteins 5 and 7) domains. *Drosophila* MARF1 also contains several tandem LOTUS domains, but has only one RRM and lacks a nuclease domain (Zhu et al., 2018). Instead, the first of its LOTUS domains recruits the CCR4-NOT complex to initiate deadenylation-dependent mRNA decay. In contrast, mammalian MARF1 does not directly associate with the CCR4-NOT complex but rather uses a C-terminal motif to physically interact with EDC4, DCP1 and DCP2 (Bloch et al., 2014; Nishimura et al., 2018). How EDC4 and other decapping factors regulate MARF1 action is not known.

**Figure 1.**
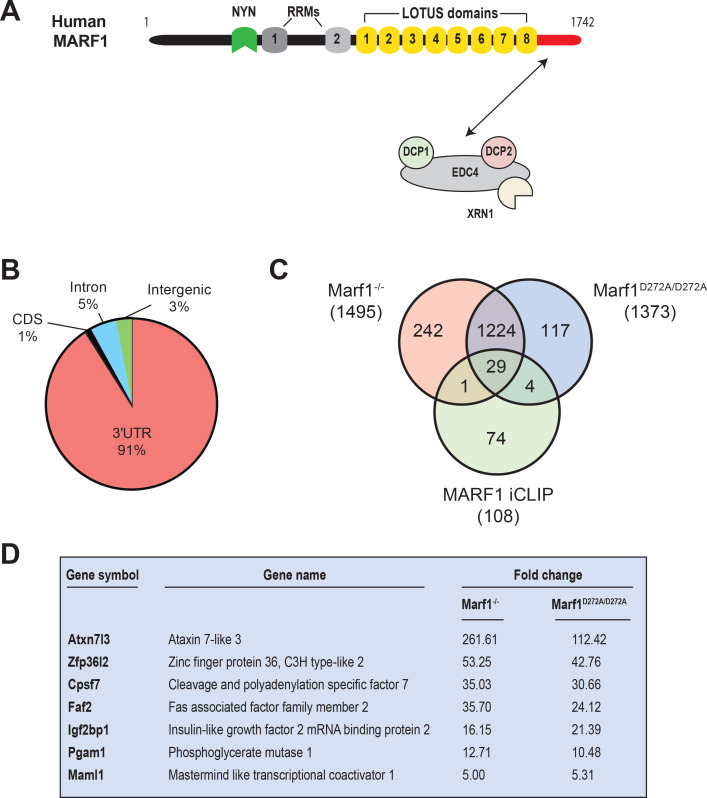
Identification of human MARF1 target mRNAs. (**A**) Schematic diagram of full-length MARF1. (**B**) Distribution of crosslinked sequence reads. (**C**) Venn diagram illustrating the relationship of MARF1 target mRNAs identified by iCLIP in HEK293 cells with transcripts that were upregulated in *Marf1*^-/-^ and *Marf1*^D272A/D272A^ and germinal vesicle-stage mouse oocytes as compared to wild-type. (**D**) A partial list of mRNAs identified by iCLIP that were upregulated in both *Marf1*^-/-^ and *Marf1*^D272A/D272A^ and germinal vesicle-stage mouse oocytes as compared to wild-type.

**Figure 1—figure supplement 1.**
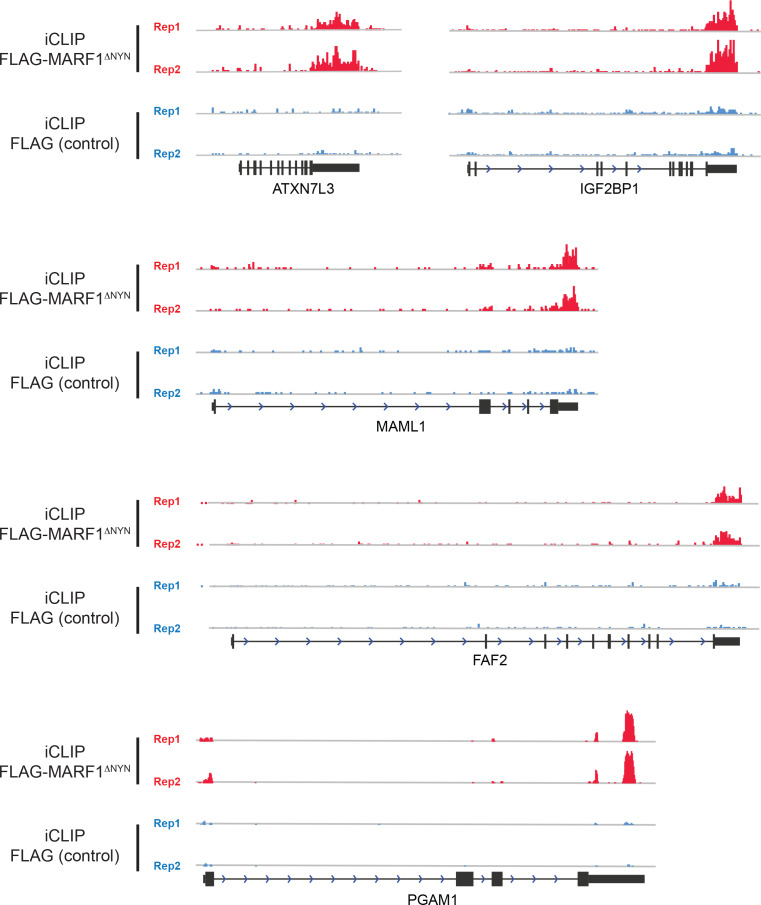
Representative FLAG-MARF1^ΔNYN^ iCLIP coverage at the loci of ATXN7L3, IGFP2BP1, MAML1, FAF2 and PGAM2 loci shows specificity for the 3′UTR. The negative control iCLIP from HEK293 cells not expressing FLAG-MARF1^ΔNYN^ shows negligible background.

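In these peak lists the control appears as the local background of the peak caller, here given as the largest number of control reads that it allows in a window of 100 bp at a summit. Among peaks shared by both replicates, the paper's loci had the following reads at the summit. In MAML1, there were 11 to 16 reads in replicate 1 over at most 2 control reads, and 18 to 23 reads in replicate 2 over 0. ATXN7L3 had 6 to 11 and 13 to 20 reads, with at most 2 and 1 control reads. For IGF2BP1, the values were 13 to 23 and 16 to 33 reads, with at most 3 and 2 control reads. FAF2 showed 9 to 15 reads and 16 reads, with at most 2 and 1 control reads. The legend of the figure supplement names PGAM2, while the paper's text names PGAM1, which is reported here. At PGAM1, where reads may also come from the near-identical PGAM4, 42 and 50 reads stood over at most 4 and 5 control reads. Across the final list, at most 1 control read was allowed at 218 of 281 intervals (77.6%, 95% Wilson interval 72.4 to 82.1%) in replicate 1 and at 238 of 279 (85.3%, interval 80.7 to 89.0%) in replicate 2, and the largest numbers were 9 and 8. The peak caller selects for a low background, so these numbers describe called peaks and not the whole transcriptome.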

MARF1 is robustly expressed in mouse oocytes where it plays a critical role in regulating their meiotic progression based on the finding that female *Marf1^-/-^* mice are sterile (Su et al., 2012a). In addition to regulating the development of the mammalian germline, MARF1 is also expressed in the developing brain where it has been reported to regulate neuronal differentiation in the embryonic cortex (Kanemitsu et al., 2017). While knocking out MARF1 in oocytes dramatically alters gene expression, it is currently unclear which mRNAs are directly targeted by MARF1 and which of its RNA binding modules mediate target RNA recognition.

To investigate which mRNAs are directly targeted by MARF1 and how MARF1 interfaces with them, we carried out transcriptome-wide analysis of MARF1-targeted mRNAs by individual-nucleotide resolution UV crosslinking and immunoprecipitation (iCLIP). We demonstrate that MARF1 interacts with a select set of mRNAs by predominantly binding to their 3’UTRs. We further show that MARF1 utilizes its tandem LOTUS domains to bind target mRNAs, with several core LOTUS domain being essential. While the MARF1 LOTUS domains are involved in target recognition, we further show that RRM1 plays a critical role in NYN-mediated decay of targets following initial MARF1 binding. Importantly, we demonstrate that EDC4 binding to MARF1 impairs MARF1-mediated repression by preventing MARF1 from binding to target mRNAs.

## Results

### Human MARF1 protein binds to the 3’UTR of target mRNAs

To comprehensively identify MARF1-associated mRNAs, we performed iCLIP using engineered HEK293 cells stably expressing a doxycycline (Dox)-inducible FLAG-tagged MARF1 that lacks RNAse activity (F-MARF1^ΔNYN^). Briefly, F-MARF1^ΔNYN^ -expressing cells were UV-crosslinked, cell lysates were partially digested with RNAseI and MARF1-RNA complexes were subsequently immunoprecipitated with a FLAG antibody. RNA fragments bound to MARF1 were then isolated, converted into cDNA libraries and analyzed by deep sequencing. We also carried out a parallel iCLIP experiment with a FLAG antibody using control HEK293 cells that do not express a FLAG-tagged MARF1 protein. This allowed us to stringently control for non-specific background in FLAG immunoprecipitations. 

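F-MARF1 ΔNYN was induced in HEK293 cells, a human embryonic kidney cell line, with 100 ng/mL of doxycycline for 12 hr, and 20000000 cells were lysed per immunoprecipitation. The sample records give UV crosslinking at 254 nm with 400 mJ per square centimetre. There were 2 biological replicates of F-MARF1 ΔNYN and 2 of control cells, which makes 4 libraries. The authors aligned reads of 50 bp to the hg19 (GRCh37) genome and called peaks in each F-MARF1 ΔNYN library against the control library of the same number, without pooling replicates. For each peak, the authors' deposited peak lists give a position, a score, a fold enrichment over the local background at the summit, and the −log10 of a p-value and of a q-value. Fold enrichments and q-values are therefore values of the authors' peak caller, one per replicate. The lists hold no read counts, but macs2 computes the fold enrichment and the p-value of a peak from the same reads. A single whole number of reads at the summit solved both values for 717 of 719 peaks (99.7%) in replicate 1 and for 528 of 534 peaks (98.9%) in replicate 2. The median was 8 reads at the summit in replicate 1 (range 3 to 50) and 11 reads in replicate 2 (range 5 to 51). The weights that these solutions give to single reads place the F-MARF1 ΔNYN library at 0.803 times the depth of its control in replicate 1 and at 1.05 times in replicate 2. Library totals are not given by the peak lists.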

Recovered RNAs from two biological experiments were sequenced, PCR artifacts and multi-mapping reads were removed and primary genome-aligned reads were clustered to generate peaks (Supplementary file 1). This analysis identified only 108 high-confidence mRNAs bound by F-MARF1^ΔNYN^ with the vast majority of assigned peaks mapping to 3’UTRs (Figure 1B and exemplified in Figure 1—figure supplement 1). 

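The authors' final list held 282 intervals with 117 distinct gene symbols, and 13 intervals had no symbol. A single interval was found for 61 of these genes and 2 or more for 56, up to 13 in one gene. With a reciprocal overlap of 50% between the replicates' peaks, 81 genes were left. By GENCODE, 156 genes had a peak in each replicate whether or not the peaks overlapped, a count chosen after seeing the data. The GENCODE annotation gives 102 of the 117 symbols as protein-coding, 2 as long non-coding RNA and 1 as antisense, and 12 were not matched to it. Of all 117 symbols, 6 occurred only at intervals that lie outside mRNA exons and match another gene's transcript at 95% identity or more. By the authors' Homer annotation, 187 of the 282 intervals lay in 3'UTRs (66.3%, 95% Wilson interval 60.6 to 71.6%, which covers counting error only). Intergenic sequence held 35 intervals (12.4%), coding exons 20 (7.09%), non-coding exons 16 (5.67%) and transcription end sites 12 (4.26%). The GENCODE annotation of the same genome build placed 232 intervals in 3'UTRs (82.3%, interval 77.4 to 86.3%), including 23 of the 35 that Homer called intergenic. The share moved most, to 92.0% of 251 intervals, when the GENCODE annotation was used without 2 kinds of interval. These were the intervals in MARF1 and the 13 near-identical copies of other mRNAs that lie outside mRNA exons. That alternative was chosen after seeing the data, and all but 1 of the intervals it leaves out lay outside 3'UTRs. The 4 near-identical matches inside mRNA exons were kept, so the rise follows from the choice of intervals. From the peaks shared by both replicates, the paper concludes that F-MARF1 ΔNYN is bound to a limited set of mRNAs, mostly in their 3'UTRs.

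**Figure D1:**
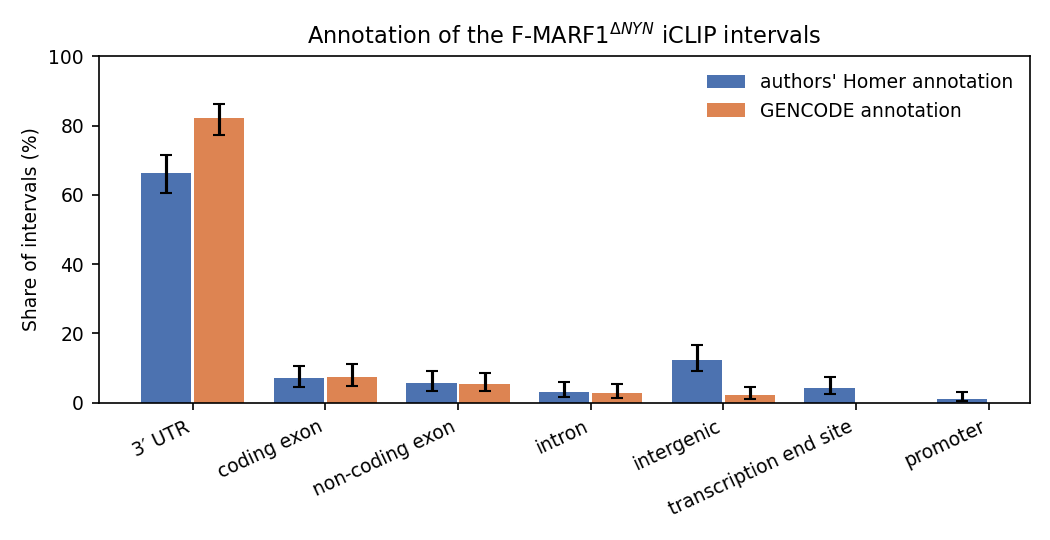
Share of the 282 intervals (%) in each class of sequence, by the authors' Homer annotation and by the GENCODE annotation; error bars are 95% Wilson intervals. The 3′UTR bar is the highest under both, at 66.3% and 82.3%.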

The observation that most of the crosslinked reads derived from exonic sequences is consistent with the cytosolic localization of MARF1 (Bloch et al., 2014).

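Counted as intervals, 223 of 282 (79.1%, 95% Wilson interval 74.0 to 83.4%) were exonic by the Homer annotation, with 3'UTRs, coding exons and non-coding exons taken together. Introns held 9 intervals (3.19%, interval 1.69 to 5.95%). By the GENCODE annotation, 268 intervals lay in an exon of some transcript (95.04%, interval 91.8 to 97.0%), 8 in introns (2.84%) and 6 in intergenic sequence (2.13%). Of the 21 intervals that GENCODE placed in coding exons, 17 lay in MARF1, whose coding sequence the cells also expressed from the transgene, and the other 4 lay in MYC, which was looked up after its values were seen.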

It was recently reported that disruption of the *Marf1* gene by genetrap (GT) or inserting an inactivating mutation into the MARF1 NYN domain (D272A) led to dramatic changes in oocyte gene expression (Yao et al., 2018). 

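Supplementary file 2 of the paper lists 34 genes with their fold changes in mutant oocytes, of which 29 have a value for both mutants, 1 for *Marf1 GT/GT* alone and 4 for *Marf1 D272A/D272A* alone. In the final list of intervals, 33 of the 34 symbols were found as written, and NORAD was found under its older symbol LINC00657. All 29 genes with both values were among them. By the authors' symbols, the 34 genes held 99 intervals, and 21 genes had 2 or more, with most (12) in CBX6. At least 1 interval lay in the 3'UTR of 31 genes by the Homer annotation and of 33 by GENCODE, NORAD being a non-coding RNA. The highest fold enrichment of each gene had a median of 7.51 in replicate 1 (range 4.03 to 18.5) and 8.67 in replicate 2 (range 4.78 to 15.5). The other 83 symbols had medians of 7.76 and 8.48, and the mean log2 fold enrichment did not differ between the groups (difference 0.00, two-sided permutation test across genes, p = 0.963). The groups follow the authors' symbols and are not fully separate. By GENCODE, intervals under other symbols also lie in ADCY6 (8 in the 3'UTR against 5 by symbol), CDON (4 against 2) and IRS2 (2 against 1). The test therefore does not settle whether the 34 genes differ from the rest. Counted by symbols as written, which leaves out NORAD, the number fell most, from 33 to 28, at a q-value below 0.001 in both replicates.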

A comparison of our iCLIP data with these gene expression datasets identified 34 iCLIP targets that were upregulated in *Marf1^GT/GT^* or *Marf1^D272A/D272A^* oocytes, with the majority of these targets (29) being upregulated in both contexts (Figure 1C and Supplementary file 2). These include *Maml1*, *Zfp36l2*, *Atxn7l3*, *Faf2*, *Pgam1*, *Igf2bp1* and *Cpsf7*, whose levels were increased anywhere from 5- to 261-fold (Figure 1D).

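All positions are in hg19. Each interval carries the fold enrichment and summit reads of the peak it comes from in each replicate. A peak can span several intervals, so its summit may lie outside a given interval. MAML1 (ENSG00000161021) had 4 intervals in its 3'UTR on chromosome 5, and the one with the highest enrichment in the lower replicate spanned 179202701 to 179202908. Its fold enrichment was 9.43 in replicate 1 and 10.1 in replicate 2, with 16 and 18 reads at the summit. IGF2BP1 (ENSG00000159217) had 9 intervals on chromosome 17, the strongest at 47131916 to 47132028 with fold enrichments of 12.7 and 15.2. PGAM1 (ENSG00000171314) had 1 interval, on chromosome 10 from 99192877 to 99193086, with fold enrichments of 10.2 and 8.09 and 42 and 50 reads. Its sequence is 99.5% identical to the transcript of PGAM4, so that reads there may come from either gene. The assignment of these reads was not tested. ZFP36L2 had 1 interval on chromosome 2 (43449966 to 43450073, fold enrichments 7.76 and 8.58), and FAF2 had 2 on chromosome 5, the stronger at 175935258 to 175935357 (6.75 and 8.11). CPSF7 had 2 intervals on chromosome 11, the stronger at 61170762 to 61171118 (9.43 and 8.11). ATXN7L3 had 3 intervals on chromosome 17, all of them in the 3'UTR by GENCODE and 1 by Homer. The best of these, at 42269394 to 42269493, had the lowest enrichment in replicate 1 among the 7 genes, 5.55 (q = 0.000614), against 7.63 in replicate 2 (q = 3.67e-08).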

Full-length λNHA-MARF1 efficiently represses a *Renilla* luciferase (RL) reporter mRNA in HEK293 cells when it is artificially tethered via the bacteriophage λN-BoxB tethering system to its 3’UTR (RL-5BoxB) (Figure 2A through C) (Bos et al., 2016; Nishimura et al., 2018). Moreover, this repression is NYN-dependent as a MARF1 mutant lacking the NYN domain (λNHA-MARF1^ΔNYN^) did not efficiently silence the RL-5BoxB reporter. To determine if MARF1 has the potential to repress targets identified by iCLIP, we constructed a set of RL reporters containing 3’UTRs of MARF1 targets, including those of *Maml1*, *Notch2*, *Zfp36l2*, *Atxn7l3*, *Faf2*, *Pgam1*, *Igf2bp1* and *Cpsf7*. 

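NOTCH2 had the highest fold enrichment of the list in the lower of the replicates, 19.4, with 23.6 in the other. Its single interval on chromosome 1, from 120454757 to 120458010, was also the longest of the list (3254 bp). The next highest were TFRC (15.5), TXLNA (13.8), MARF1 itself (13.2) and IGF2BP1. The cloning primers listed in the paper's key resources table were matched to hg19 to place each reporter insert. Inserts were between 831 bp (PGAM1) and 3751 bp (NOTCH2) long. The NOTCH2 interval covered 84.6% of its insert and extended beyond it. All intervals of MAML1 (4), ZFP36L2 (1), ATXN7L3 (3), FAF2 (2), PGAM1 (1) and CPSF7 (2) lay inside the inserts. For IGF2BP1, the insert of 2392 bp held 5 of the 9 intervals completely and overlapped 6. The interval with the highest enrichment in the lower replicate lay outside it. An interval inside it, at 47130551 to 47130745, had the same fold enrichment in replicate 2 (15.2) and 10.1 in replicate 1. The luciferase values themselves were not analysed here.

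**Figure D2:**
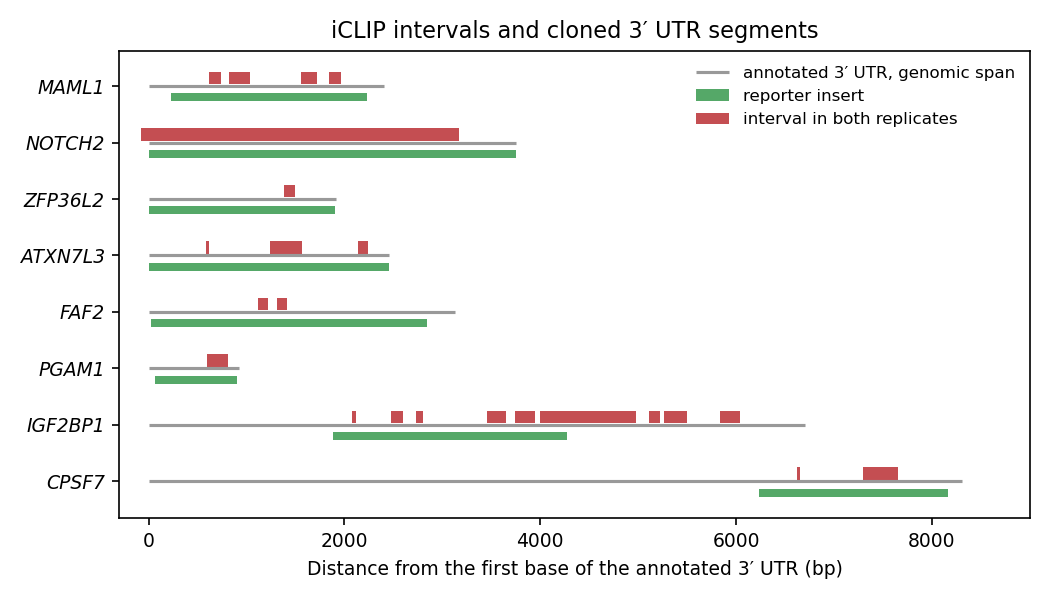
Intervals found in both replicates (red) above the genomic span of the annotated 3′UTR (grey) and the cloned reporter insert (green), in bp from the first base of the annotated 3′UTR, for the 8 genes. Every insert is overlapped by at least 1 interval.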

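IL6 (ENSG00000136244) lies on chromosome 7 of hg19 from 22765503 to 22771621. The peak lists held 36 peaks on this chromosome in replicate 1 and 33 in replicate 2, and 0 of them overlapped IL6 in either replicate. The nearest peak, in HOXA13, was 4463830 bp away in replicate 1 and 4463845 bp away in replicate 2. The lists give no reads outside peaks, so the depth over IL6 is unknown and binding too weak for the peak caller's threshold was not detectable.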

We also generated a RL reporter with the 3’UTR of Interleukin 6 (IL-6), an mRNA 3’UTR that was not identified as a MARF1 target. MARF1-expressing plasmids were transfected along with RL-3’UTR constructs and a FL construct as a transfection control. In keeping with our results using the RL-5BoxB reporter, full-length λNHA-MARF1 efficiently repressed these reporters in a NYN-dependent manner (Figure 2D). Moreover, repression was specific to *bona fide* targets, as MARF1 was not able to silence the IL-6 reporter. This repression also appeared to be at the level of mRNA decay, as full-length MARF1 significantly reduced the steady state levels of RL-MAML1 and RL-NOTCH2 mRNAs (Figure 2E) and the stability of RL-MAML1 mRNA (Figure 2F) in a NYN-dependent manner, as assessed by RT-qPCR. Similarly, overexpressing wild-type MARF1 resulted in marked decrease of the steady-state levels of both endogenous *Notch2* and *Maml1* mRNAs as compared to cells expressing MARF1^ΔNYN^ (Figure 2G). 

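Of the 187 intervals that Homer placed in 3'UTRs, 159 from 85 genes had room for a window of the same length elsewhere in the 3'UTR of the same gene and outside every peak. Each 6-mer was tested for its presence in intervals against windows with Fisher's exact test, two-sided, and the p-values of the 4096 6-mers were adjusted by the Benjamini-Hochberg method. At an adjusted p under 0.05, 0 of the 6-mers differed, and the smallest adjusted p was 0.554. Without adjustment, 117 had a p under 0.05, of which 58 were more frequent in the intervals. The lowest p belonged to AAAAUU, which was present in 7 of 159 intervals and in 29 of 159 windows. Tests of 7-mers, of the 100 nt at the summit and of intervals against their own dinucleotide-preserving shuffles gave 0 as well. In the test of 5-mers, AAAUU was less frequent in intervals (21 of 159) than in windows (53 of 159, adjusted p = 0.0323 from the same exact test). The windows were richer in A and U, with a GC content of 39.9% against 45.4% in the intervals. As 5-mers were not tested against shuffles, AAAUU cannot be separated from this difference in base composition. In simulated sequences, a 6-mer set into 60 of 170 sequences was found, and 0 were called when none was set in. Motifs carried by a smaller share of sequences were not simulated.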

Although our iCLIP data demonstrated MARF1 binding to numerous mRNA 3’UTRs, we were not able to identify any short sequence motifs enriched in MARF1 peaks. This suggests that structural motifs in the target RNAs and/or other positional elements are likely to determine the 3’UTR binding specificity of MARF1.

**Figure 2.**
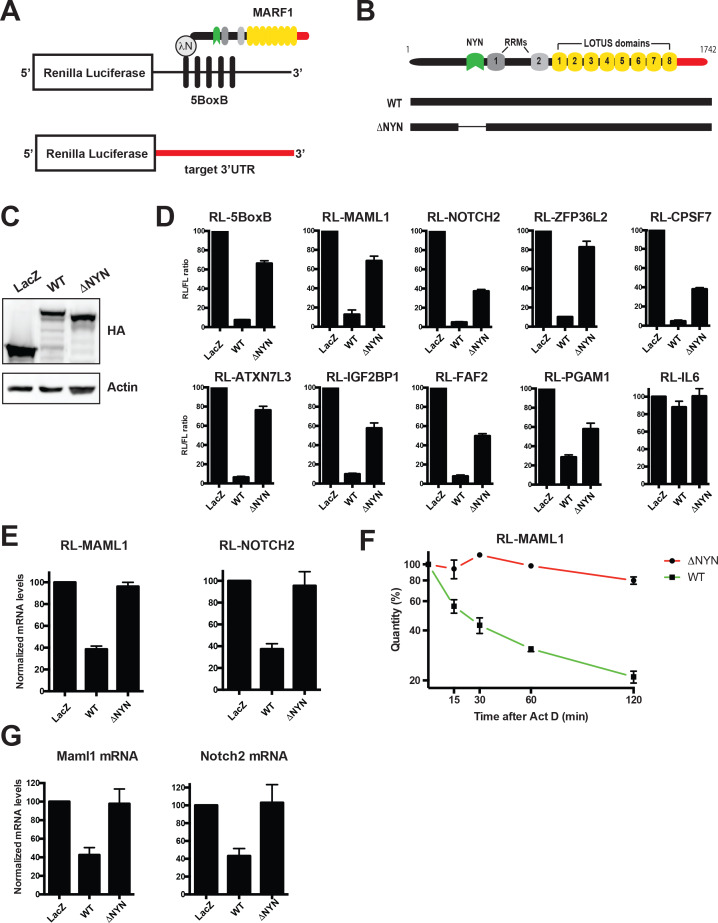
MARF1 represses target mRNAs via their 3’UTRs. (**A**) Schematic diagram of the basic *Renilla* luciferase (RL)-encoding mRNA reporter, containing five 19-nt BoxB hairpins, interacting with **λ**N-HA-MARF1, as well as a RL reporter with a 3’UTR from endogenous mRNAs. (**B**) Schematic diagram of full-length MARF1 and MARF1 fragments used in tethering assays. (**C**) Western blot analysis of HEK293 cells expressing indicated proteins. (**D**) RL activity detected in extracts from HEK293 cells expressing the indicated proteins. Cells were cotransfected with constructs expressing the RL-5BoxB reporter, FL, and indicated fusion proteins. Histograms represented normalized mean values of RL activity from a minimum of three experiments. RL activity values seen in the presence of λNHA-LacZ were set as 100. (**E**) RL-MAML1 (left panel) and RL-NOTCH2 (right panel) mRNA levels detected in extracts from HEK293 cells expressing the indicated proteins. Histograms represented mean values of RL-MAML1 or RL-NOTCH2 mRNAs normalized to FL mRNA from a minimum of three experiments. mRNA levels values seen in the presence of λNHA-LacZ were set as 100. (**F**) The stability of RL-MAML1 was assessed by using actinomycin D (5 μg/ml) for the indicated amount of time. Total RNA was isolated, reverse transcribed and RL-MAML1 RNA was quantified by qPCR. RL-MAML1 mRNA decay rates were normalized to FL mRNA levels with the zero time point set at 100. (**G**) Endogenous MAML1 and NOTCH2 mRNA levels detected in extracts from HEK293 cells expressing the indicated proteins. mRNA levels were normalized to GAPDH mRNA levels for a minimum of three experiments. mRNA levels in the presence of λNHA-LacZ were set as 100. Error bars represent the SEM of multiple independent experiments.

### MARF1 recognizes endogenous targets using a core subset of LOTUS domains

MARF1 contains several domains with RNA binding capacity, including two RRMs and eight LOTUS domains as well as a C-terminal motif that interacts with mRNA decapping factors (Nishimura et al., 2018). We set out to determine how MARF1 recognizes target mRNAs by generating a number of C-terminal deletion mutants (Figure 3A). A MARF1 mutant lacking the decapping factor interaction motif (ΔC-term) efficiently silenced both the RL-MAML1 and the RL-5BoxB reporters (Figure 3B). In contrast, a MARF1 N-terminal fragment (**λ**NHA-MARF1^N-term^) that lacks both the LOTUS domains and the decapping factor interaction motif efficiently silenced RL-5BoxB but failed to repress the RL-MAML1 reporter. Sequence alignment of human MARF1 protein LOTUS domains revealed that the central LOTUS domains 3 and 5 are highly conserved in MARF1 homologs, including *Xenopus tropicalis*, *Drosophila melanogaster* and *Dario rerio* (Figure 3—figure supplement 1A). In addition, human MARF1 LOTUS domains 3 and 5 also share a high degree of sequence identity with each other (Figure 3—figure supplement 1B). Based on these data, we hypothesized that specific LOTUS domains may play a more important role in MARF1-mediated repression than others. To determine which LOTUS domains in MARF1 are required for target RNA repression, we deleted each LOTUS domain individually from full-length **λ**NHA-MARF1 and tested their abilities to repress RL-MAML1 (Figure 3C and Figure 3—figure supplement 1). We observed that MARF1 mutants lacking LOTUS domains 1, 2, 6, 7 or eight efficiently silenced RL-MAML1 and RL-5BoxB mRNAs. However, MARF1 mutants lacking LOTUS domains 3, 4 or 5 were unable to efficiently silence RL-MAML1. Nevertheless, MARF1 proteins lacking LOTUS domains 3, 4 or 5 efficiently repressed the RL-5BoxB reporter mRNA, suggesting that deleting these core LOTUS domains did not impact MARF1 nuclease activity but rather its binding to endogenously targeted mRNA 3’UTRs (Figure 3C). In addition to not being able to repress RL-MAML1, we also observed that **λ**NHA-MARF1 lacking the LOTUS domain 4 (**λ**NHA-MARF1^ΔLOTUS4^) failed to silence a number of other RL reporters containing MARF1 target 3’UTRs, including *Zfp36l2*, *Atxn7l3*, *Faf2*, *Igf2bp1* and *Cpsf7* (Figure 3D). All in all, these data indicated that MARF1 utilizes its central LOTUS domains to bind target mRNAs.

**Figure 3.**
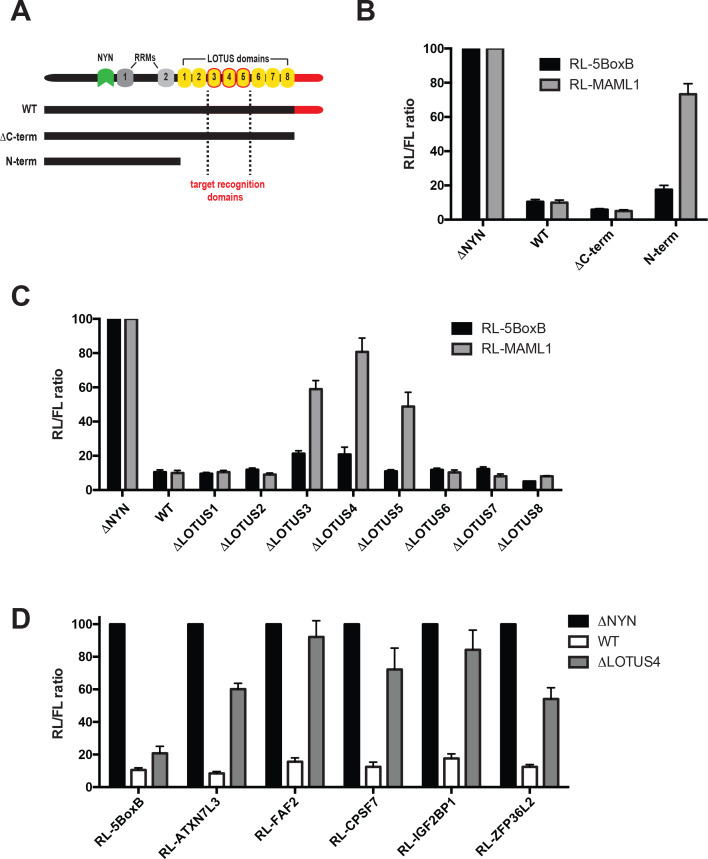
Central MARF1 LOTUS domains are required to silence mRNAs containing 3’UTRs of MARF1 target mRNAs. (**A**) Schematic diagram of wild-type MARF1 protein, as well C-terminal deletion mutants. Core LOTUS domains required for MARF1-mediated repression are bordered in red. (**B–D**) RL activity detected in extracts from HEK293 cells expressing the indicated proteins. Cells were cotransfected with constructs expressing the RL-MAML1 reporter or RL-5BoxB reporter, along with FL, and indicated fusion proteins. Histograms represented normalized mean values of RL activity from a minimum of three experiments. RL activity values seen in the presence of λNHA-MARF1^ΔNYN^ were set as 100. Figure 3—source data 1.Comparative sequence analysis of MARF1 LOTUS domains.(**A**) Sequence alignment of conserved amino acids within the MARF1 LOTUS domains 1 through 6 of human (Hs), *Drosophila melanogaster* (Dm), *Xenopus tropicalis* (Xt) and *Danio rerio* (Dr). LOTUS domain amino acids are in bold font. (**B**) Sequence alignment of human LOTUS domains 3 and 5. Identical amino acids are denoted with an asterisk and conservative amino acids substitutions are denoted with a colon.

**Figure 3—figure supplement 1.**
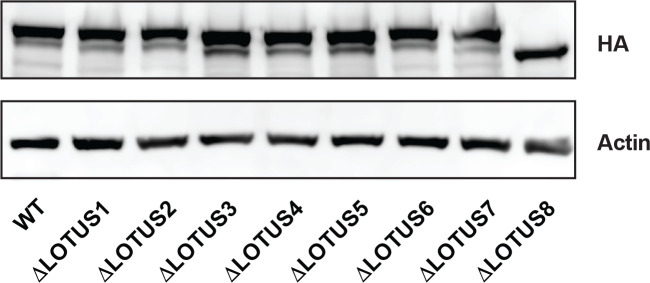
Western blot analysis of HEK293 cells expressing λNHA-MARF1 mutants lacking the indicated LOTUS domains.

### MARF1 RRM1 is critical for NYN activity

To examine if MARF1 also utilizes its RRMs to bind targeted mRNAs we also generated a series of MARF1 deletion mutants lacking either RRM1 (**λ**NHA-MARF1^ΔRRM1^), RRM2 (**λ**NHA-MARF1^ΔRRM2^), or both RRMs (**λ**NHA-MARF1^ΔRRMs^) (Figure 4A). MARF1-expressing plasmids were transfected along with RL-MAML1 target mRNA plasmid and a FL reporter plasmid as a transfection control (Figure 4A and B). We observed that deleting both RRMs rendered MARF1 unable to repress RL-MAML1. Moreover, while **λ**NHA-MARF1^ΔRRM2^ efficiently silenced the RL-MAML1 reporter, **λ**NHA-MARF1^ΔRRM1^ was unable to do so. Similarly, **λ**NHA-MARF1^ΔRRM1^ was unable to efficiently repress other RL reporter mRNAs containing MARF1-targeted 3’UTRs, including ATXN7L3, CPSF7, IGF2BP1, NOTCH2, PGAM1 and ZFP36L2 (Figure 4—figure supplement 1A). Previous studies established that RRM1 binds single-stranded RNA (Yao et al., 2018). To assess if the RNA-binding capacity of RRM1 plays a role in MARF1-mediated repression we mutated a number of amino acid residues on the predicted canonical RNA-binding surface of the RRM1 domain (Y515A, Y517A, I552A, F582A), which would be expected to abolish its RNA binding capacity (**λ**NHA-MARF1^RRM1mut^) (Figure 4—figure supplement 1B). In agreement with this hypothesis, this RRM1 mutant was unable to silence the RL-MAML1 reporter (Figure 4C). In addition to using reporter mRNAs containing MARF1-targeted 3’UTRs, we also tested the silencing capacity of these λN-tagged MARF1 mutant constructs by tethering them to RL-5BoxB mRNA to rule out any mutations interfering with MARF1 function independent of its mode of recruitment (Figure 4D). Surprisingly, deleting or mutating RRM1 also abrogated **λ**NHA-MARF1 repression of the RL-5BoxB reporter RNA. In addition, deleting RRM1 in the context of **λ**NHA-MARF1^N-term^ also abolished the repressive activity on RL-5BoxB mRNA (Figure 4E and F). These results are in contrast to deleting the MARF1 LOTUS domains, which impaired only reporters with endogenous 3’UTRs and had no effect on the RL-5BoxB mRNA (Figure 3). Taken together, these data indicate that RRM1 is required for NYN-mediated cleavage of MARF1-targeted mRNAs irrespective of how MARF1 is recruited to the targeted mRNA.

**Figure 4.**
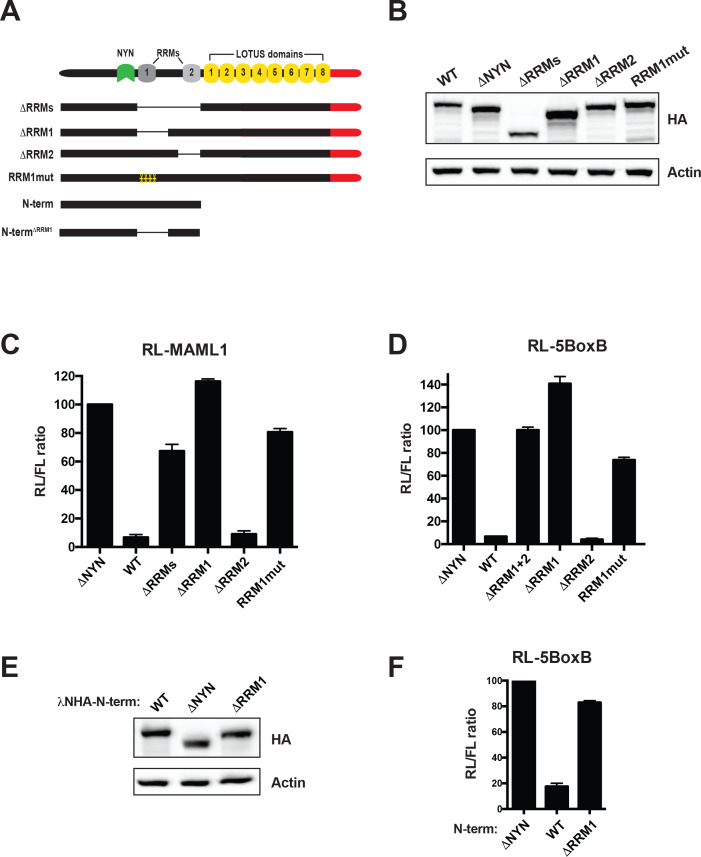
MARF1 RRM1 is required to silence target mRNAs. (**A**) Schematic diagram of wild-type MARF1 protein, as well as RRM mutants. (**B and E**) Western blot analysis HEK293 cells transfected with plasmids expressing full-length (**B**) or N-terminal fragments (**E**). (**C, D and F**) RL activity detected in extracts from HEK293 cells expressing the indicated proteins. Cells were cotransfected with constructs expressing the RL-MAML1 reporter (**C**) or the RL-5BoxB reporter (**D and F**), FL, and indicated fusion proteins. Histograms represented normalized mean values of RL activity from a minimum of three experiments. RL activity values seen in the presence of λNHA-MARF1^ΔNYN^ were set as 100. (**E**).

**Figure 4—figure supplement 1.**
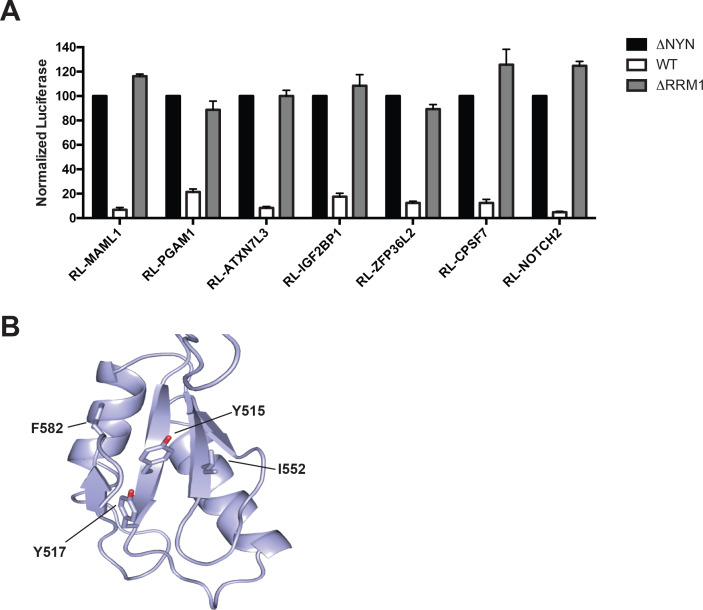
MARF1 RRM1 is required to silence mRNAs containing 3’UTRs of MARF1 target mRNAs. (**A**) RL activity detected in extracts from HEK293 cells expressing the indicated proteins. Cells were cotransfected with constructs expressing the RL reporter mRNAs containing the 3’UTRs of MARF1 target mRNAs along with FL, and indicated fusion proteins. Histograms represented normalized mean values of RL activity from a minimum of three experiments. RL activity values seen in the presence of λNHA-MARF1^ΔNYN^ were set as 100. (**B**) Structural model of MARF1 RRM1. The model was generated using the Phyre2 structure prediction server (Kelley et al., 2015) and is shown in ribbon format. Conserved surface residues on the putative RNA binding surface are shown in stick format. These residues were substituted with alanines in the RRM1mut protein.

### The mRNA decapping factor EDC4 antagonizes MARF1 repression

EDC4 serves as a large scaffold that binds both DCP1 and DCP2 thereby promoting their association and mRNA decapping (Chang et al., 2014; Yu et al., 2005). In addition, EDC4 has been reported to associate with miRISC as well as the RNA binding protein TTP and enhance miRNA-mediated gene silencing (Brodersen et al., 2008; Eulalio et al., 2007; Nishihara et al., 2013). MARF1 also physically interacts via its C-terminal motif with EDC4 (Bloch et al., 2014; Fenger-Grøn et al., 2005; Hubstenberger et al., 2017; Nishimura et al., 2018; Youn et al., 2018). Nevertheless, a MARF1 mutant lacking its C-terminal motif (λNHA-MARF1^ΔC-term^) showed no functional defect in repressing a RL-5BoxB reporter construct when artificially tethered to it or the RL-MAML1 reporter (Figure 3B). We speculated that endogenous EDC4 levels may be limiting in cells such that the majority of ectopic MARF1 is not bound by endogenous decapping factors to enhance repression of target mRNAs. To test this hypothesis, we co-transfected the RL-MAML1 reporter with decreasing amounts of plasmid encoding either full-length λNHA-MARF1 or λNHA-MARF1^ΔC-term^ to titrate MARF1 expression (Figure 5A). Surprisingly, we observed that at low levels of expression, full-length MARF1 did not repress the RL-MAML1 reporter, whereas λNHA-MARF1^ΔC-term^ remained able to silence RL-MAML1 mRNA when expressed at a comparable level (Figure 5B). In addition, this effect was specific to how MARF1 was recruited to a target mRNA, as low-level expression of λNHA-MARF1 efficiently repressed RL-5BoxB when artificially tethered (Figure 5C). Based on these data, we hypothesized that MARF1 association with EDC4 and other decapping factors may impair its ability to repress a target mRNA rather than enhance it. To determine if decapping factors play a role in impairing MARF1 function when expressed at low levels we depleted endogenous EDC4 and DCP2 by RNA interference. Knocking down EDC4 rescued wild-type λNHA-MARF1-mediated repression to the level achieved by λNHA-MARF1^ΔC-term^ (Figure 5D and E). EDC4 depletion also co-depleted DCP2 (Figure 5D), as has been previously reported (Erickson et al., 2015). However, knocking down DCP2, which does not change EDC4 expression (Figure 5D), did not enhance λNHA-MARF1 repression of RL-MAML1 (Figure 5E).

**Figure 5.**
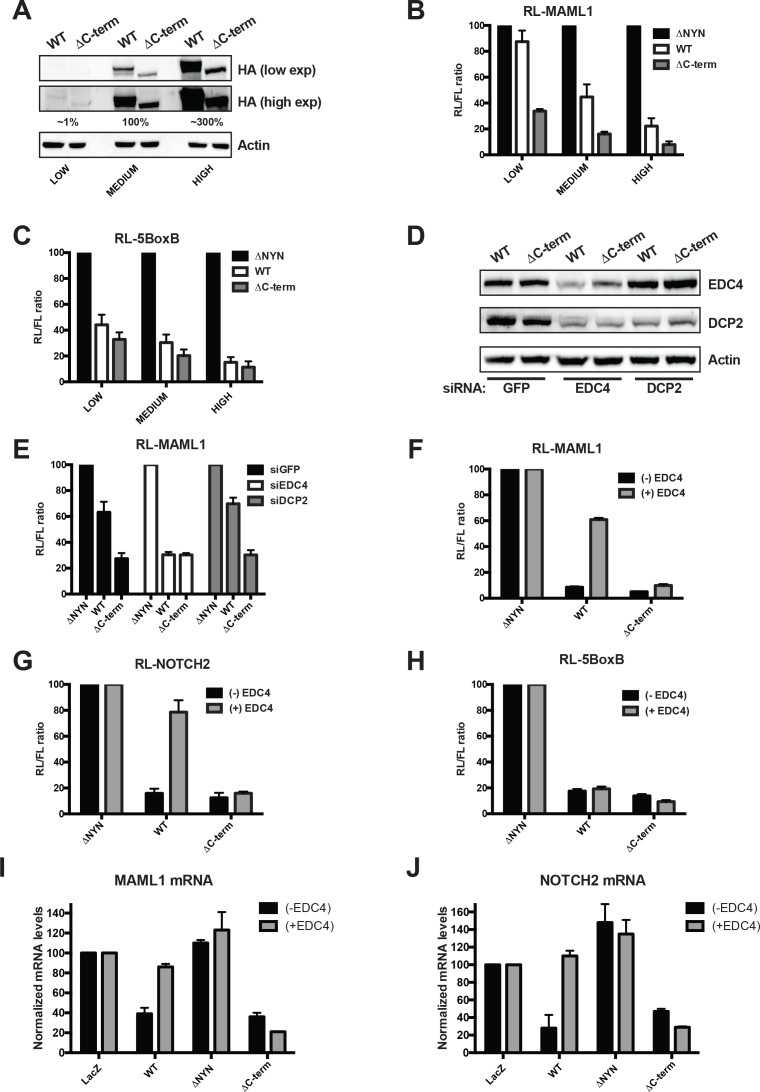
EDC4 impairs MARF1 silencing of endogenous target mRNAs. (**A**) Western blot analysis HEK293 cells transfected with different amounts [low (0.1 μg), medium (1.0 μg) and high (3.0 μg)] of wild-type λNHA-MARF1 and λNHA-MARF1^ΔC-term^ plasmids. HA Western blot signals are quantified relative to actin and marked below each lane, with ‘medium’ HA signal set to 100%. (**B and C**) RL activity detected in extracts from HEK293 cells. Cells were cotransfected with constructs expressing the RL-MAML1 reporter (**B**) or RL-5BoxB reporter (**C**), along with FL and different amounts (low, medium and high) of wild-type λNHA-MARF1 and λNHA-MARF1^ΔC-term^ plasmids. (**D**) Western blot analysis HEK293 cells depleted of EDC4 or DCP2 by siRNA-mediated knockdown. siGFP represents a negative control. (**E**) siRNA-treated cells were subsequently cotransfected with constructs expressing the RL-MAML1 reporter, FL, and low levels of λNHA-MARF1 or λNHA-MARF1^ΔC-term^ plasmids, and RL activity detected in extracts. (F through J) RL activity and mRNA levels detected in extracts from HEK293 cells normalized to FL activity and mRNA levels. Cells were cotransfected with constructs expressing the RL-MAML1 reporter (**F and I**), RL-NOTCH2 reporter (**G and J**) or RL-5BoxB reporter (**H**), along with FL, V5-tagged EDC4 and high amounts of wild-type λNHA-MARF1 and λNHA-MARF1^ΔC-term^ plasmids. All Histograms represented normalized mean values of RL activity (F through H) or mRNA levels (**G and I**) from a minimum of three experiments. RL activity values seen in the presence of λNHA-MARF1^ΔNYN^ and mRNA levels seen in the presence of λNHA-LacZ were set as 100.

**Figure 5—figure supplement 1.**
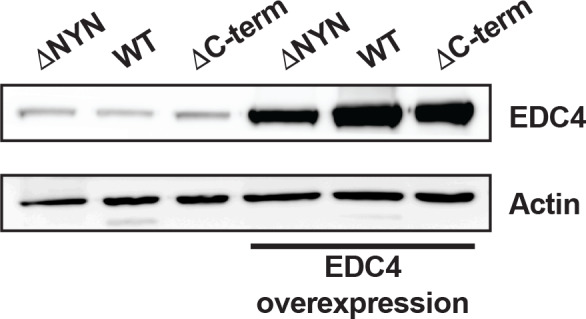
MARF1 C-terminus is sufficient to localize with EDC4 in P-bodies. Western blot analysis of endogenous EDC4 expression versus ectopic overexpression of V5-tagged EDC4.

To test if overexpressing EDC4 could impact MARF1-mediated repression when MARF1 is expressed at high levels we co-transfected cells with a plasmid coding for V5-tagged EDC4 along with expression plasmids for either the RL-MAML1 or RL-NOTCH2 reporters and high levels of full-length λNHA-MARF1 or λNHA-MARF1^ΔC-term^ (Figure 5F and G and Figure 5—figure supplement 1). Overexpressing EDC4 dramatically impaired wild-type λNHA-MARF1-mediated repression of RL-MAML1 and RL-NOTCH2 reporters, as compared to cells expressing only endogenous EDC4. In contrast, EDC4 overexpression had no effect on the repressive activity of λNHA-MARF1^ΔC-term^. Moreover, EDC4 had no noticeable impact on the ability of full-length λNHA-MARF1 to repress a RL-5BoxB mRNA (Figure 5H). To demonstrate that the inhibitory effect of EDC4 on MARF1-mediated gene repression is not unique to the luciferase reporter system, the steady state mRNA levels of *Maml1* and *Notch2* were assessed by RT-qPCR in cells transfected with either λNHA-LacZ, λNHA-MARF1, λNHA-MARF1^ΔNYN^, or λNHA-MARF1^ΔC-term^ and co-transfected with V5-tagged EDC4 (Figure 5I and J). Consistent with the luciferase reporter data, overexpression of EDC4 increased the steady state levels of *Maml1* and *Notch2* mRNAs in λNHA-MARF1 expressing cells but had no effect on their levels in λNHA-MARF1^ΔC-term^ expressing cells. Taken together, these data indicate that EDC4 antagonizes MARF1-mediated repression of target mRNAs.

### EDC4-MARF1 interaction localizes MARF1 to P-bodies and impairs MARF1-mediated repression

MARF1 has been reported to localize with EDC4 in P-bodies (Bloch et al., 2014; Hubstenberger et al., 2017; Youn et al., 2018). We next set out to determine if MARF1 utilizes its C-terminal domain, which interacts with EDC4 (Figure 6A), to localize to P-bodies and whether disrupting MARF1 localization to P-bodies enhances its ability to repress a target mRNA. To this end, we used immunofluorescence microscopy to assess the subcellular localization of our HA-tagged wild-type and C-terminal deletion mutant MARF1 proteins in HeLa cells expressing V5-tagged EDC4. Full-length λNHA-MARF1 localized to P-bodies, as determined by co-localization with EDC4 (Figure 6B, left panels), whereas a λNHA-MARF1 mutant lacking its C-terminal motif did not localize with EDC4 to P-bodies but rather exhibited a diffuse cytoplasmic distribution (Figure 6B, middle panels). To test whether the interaction between EDC4 and MARF1 is what is responsible for EDC4 impairing the repressive activity of MARF1, we took advantage of the MARF1 C-terminal motif, which is sufficient on its own to interact with EDC4 (Nishimura et al., 2018) and also co-localizes with EDC4 in P-bodies (Figure 6—figure supplement 1A and B). We hypothesized that expressing MARF1^C-term^ might rescue wild-type MARF1 silencing in trans by competing for binding to EDC4, thus preventing EDC4 from binding to wild-type MARF1 (Figure 6A). To this end, wild-type λNHA-MARF1 or the C-terminal deletion mutant were expressed at low levels, along with the RL-MAML1 reporter and a plasmid encoding a FLAG-tagged MARF1^C-term^ fragment. Similar to the effects observed upon EDC4 depletion, expressing the MARF1^C-term^ enhanced wild-type MARF1-mediated silencing of the RL-MAML1 reporter to the level of repression observed with the λNHA-MARF1^ΔC-term^ protein (Figure 6C). In addition, expression of FLAG-tagged MARF1^C-term^ shifted the distribution of wild-type MARF1 from strongly co-localizing with EDC4 in P-bodies to being more diffuse in the cytoplasm (Figure 6B, right panels). Taken together, these data indicate that the EDC4-MARF1 interaction localizes MARF1 to P-bodies and prevents MARF1 from efficiently repressing target mRNAs.

**Figure 6.**
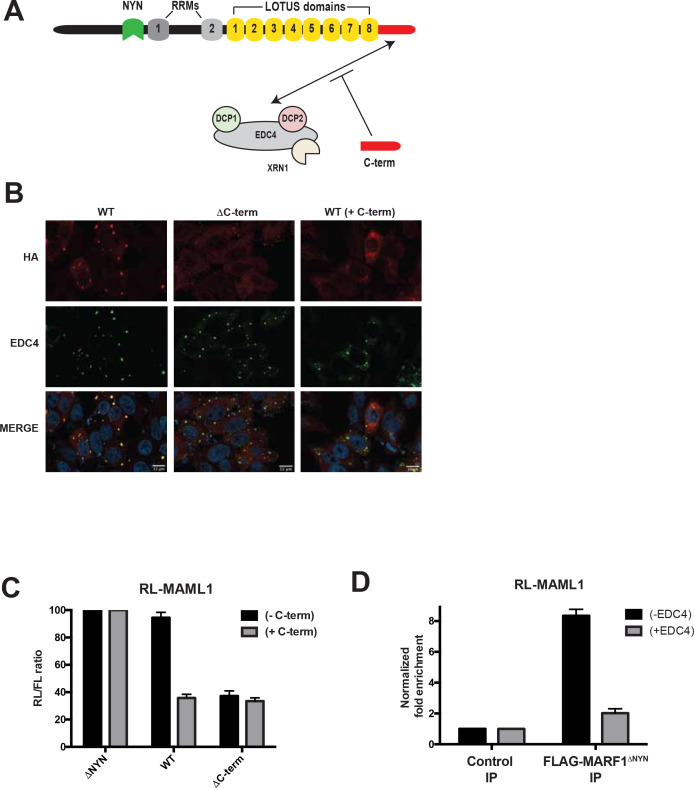
EDC4-MARF1 interaction localizes MARF1 to P-bodies and impairs MARF1 silencing. (**A**) Schematic model of MARF1 C-terminus competition assay. MARF1 contains a C-terminal motif (red) that interacts with the mRNA decapping machinery, including EDC4, DCP1, DCP2 and XRN1. Co-transfecting a plasmid encoding the MARF1 C-terminal motif may compete with full-length MARF1 in binding to the decapping machinery. (**B**) Confocal fluorescence micrographs of fixed HeLa cells expressing wild-type λNHA-MARF1 (with or without FLAG-tagged MARF1^C-term^) and λNHA-MARF1^ΔC-term^, along with EDC4. Cells were stained with anti‐HA (red) and anti‐EDC4 (green) antibodies. The merged images show the HA signal in red and the EDC4 signal in green. (**C**) RL activity detected in extracts from HEK293 cells expressing the indicated proteins. Cells were co-transfected with constructs expressing the RL-MAML1 reporter, FL, low amounts of indicated λNHA-MARF1 constructs, along with/without a plasmid coding for MARF1 C-terminal motif. Histograms represented normalized mean values of RL activity from a minimum of three experiments. RL activity values seen in the presence of λNHA-MARF1^ΔNYN^ were set as 100. (**D**) RNA immunoprecipitation of RL-MAML1 reporter by FLAG-tagged MARF1^ΔNYN^ in HEK293 cells plus/minus EDC4 overexpression.

**Figure 6—figure supplement 1.**
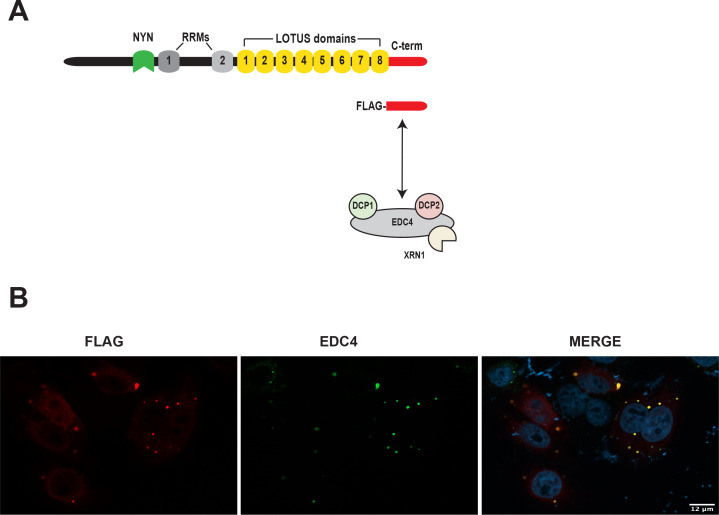
MARF1 C-terminus interfaces with the mRNA decapping machinery and localizes to P-bodies. (**A**) MARF1 C-terminus interfaces with the mRNA decapping machinery and localizes to P-bodies. Schematic diagram of FLAG-tagged MARF1^Cterm^interacting with the mRNA decapping machinery, including EDC4, DCP1, DCP2 and XRN1 . (**B**) Confocal fluorescence micrographs of fixed HeLa cells expressing FLAG-tagged MARF1^C-term^ and EDC4. Cells were stained with anti‐FLAG (red) and anti‐EDC4 (green) antibodies. The merged image shows the FLAG signal in red and the EDC4 signal in green.

### EDC4-MARF1 interaction inhibits MARF1 binding to target mRNAs

Notwithstanding that EDC4 impairs the ability of MARF1 to silence reporters with MARF-targeted endogenous 3’UTRs, EDC4 had no noticeable impact on the ability of full-length λNHA-MARF1 to repress a RL-5BoxB mRNA (Figure 5H). As MARF1 is recruited to these mRNAs via different modes (λN-tag-BoxB tethering as opposed to LOTUS domains) our data suggest that EDC4 does not impair MARF1 activity but rather prevents MARF1 from binding to endogenous target 3’UTRs. To test this hypothesis, we co-transfected RL-MAML1 and FL plasmids into HEK293 cells that express FLAG-tagged MARF1^ΔNYN^, together with or without a plasmid coding for V5-tagged EDC4. Transfected cells were subsequently UV crosslinked and cell extracts were immunopurified with FLAG antibody. RT-qPCR of immunopurified RNAs demonstrated enrichment of RL-MAML1 mRNA with FLAG-tagged MARF1^ΔNYN^ (~9 fold) (Figure 6D). In contrast, the ability of MARF1 to co-precipitate RL-MAML1 mRNA in EDC4 overexpressing cells was dramatically impaired (~2 fold). These data therefore support the hypothesis that EDC4 impairs MARF1 repression of endogenous target mRNAs by preventing MARF1 from binding to targeted 3’UTRs.

## Discussion

In this study we identify endogenous targets of the human endonuclease MARF1. We show that MARF1 predominantly binds the 3’UTRs of target mRNAs and reveal that different RNA binding domains in MARF1 are required for initial target binding as well as subsequent target decay. Importantly, we uncover a novel role for the enhancer of mRNA decapping protein EDC4 in that its binding to MARF1 localizes MARF1 to P-bodies and impairs MARF1-mediated repression.

### MARF1 binds target mRNAs 3’UTRs via core LOTUS repeats

Mammalian MARF1 is an endoribonuclease that possesses multiple RNA binding domains and physically interacts with the mRNA decapping machinery (Bloch et al., 2014; Nishimura et al., 2018). Knocking out MARF1 or impairing its RNase activity in female mice leads to meiotic arrest during oogenesis and to wide-spread changes to the transcriptome (Su et al., 2012a; Yao et al., 2018). Our iCLIP analysis of MARF1 in HEK293 cells identified 108 mRNAs bound by MARF1 and demonstrates that MARF1 binds to the majority of these mRNAs via their 3’UTRs. Moreover, we provide evidence using mRNA reporters containing 3’UTRs of endogenous target mRNAs that MARF1 represses them in a NYN-dependent manner. While luciferase reporter assays demonstrated that MARF1 represses gene expression in a NYN-dependent manner, some degree residual repression of the reporters was observed in cells expressing a MARF1 variant lacking its endonuclease NYN domain (Figure 2D). It is possible that MARF1^ΔNYN^ binding to select mRNA 3’UTRs may alter 3’UTR topology in such a way as to impair reporter mRNA translation without altering their stability. This is further supported by the fact that MARF1^ΔNYN^ did not significantly repress mRNA levels of several target mRNAs as compared to LacZ (Figure 2E and G).

Importantly, many MARF1-targeted mRNAs identified by iCLIP are upregulated in MARF1 knockout mouse oocytes as compared to wild-type oocytes. Notwithstanding the validation of a number of MARF1-targeted mRNAs, prediction algorithms including DREME (Bailey, 2011) did not identify a motif within the iCLIP peaks, suggesting that MARF1 may recognize structural motifs rather than specific nucleotide sequences. Our CLIP experiments were carried out in the presence of endogenous EDC4, which we now know is sufficient to partially inhibit MARF1 from interfacing with target mRNAs in a dose-dependent manner (Figure 5). It is possible that MARF1-targeted mRNAs are underrepresented in our CLIP dataset due to the presence of endogenous EDC4. It will therefore be important to determine if altering EDC4-MARF1 dynamics identifies a larger set of MARF1 target mRNAs.

Our data indicate that MARF1 is recruited to target mRNAs via its tandem LOTUS domains. The LOTUS domain is a wHTH fold that is conserved from bacteria to humans (Callebaut and Mornon, 2010; Jeske et al., 2017; Yao et al., 2018). The fact that wHTH folds have also been reported to bind double-stranded RNA—including in human La, mouse MARF1 and the signal recognition particle (Dong et al., 2004; Keenan et al., 1998; Yao et al., 2018)—supports a model whereby MARF1 contacts structural elements within the 3’UTRs of target mRNAs. MARF1 proteins contain several (between six and eight) tandem LOTUS domains. *Drosophila* MARF1 protein lacks a NYN domain; however, its first LOTUS domain has been reported to recruit the CCR4-NOT complex to bring about deadenylation of targeted mRNAs (Zhu et al., 2018). Both mouse and human MARF1 proteins contain eight LOTUS domains. However, in contrast to results obtained with *Drosophila* MARF1, human MARF1 interacts with the mRNA decapping machinery but not with the CCR4-NOT complex (Nishimura et al., 2018). Moreover, tethering an N-terminal fragment of human MARF1 that contains the NYN domain and RRMs but lacks all eight LOTUS domains efficiently represses a reporter mRNA when artificially tethered to it (RL-5BoxB). Although mammalian MARF1 proteins contain eight LOTUS domains, our deletion analyses suggest that certain core LOTUS domains (3 through 5) are critical for MARF1-mediated repression, whereas other adjacent LOTUS domains are not. Importantly, while all MARF1 proteins contain between 6 and 8 LOTUS domains, LOTUS domains 3 and 5 are not only highly conserved across MARF1 orthologs but also share an extremely high degree of homology to each other. While our data does not exclude the possibility that adjacent LOTUS domains also bind to target mRNAs, they do suggest that the central LOTUS domains are critical for the initial steps of target mRNA recognition. Exactly how LOTUS domains 3 and 5 contact MARF1 target elements remains to be explored.

### RRM1 is a NYN coactivator module

All MARF1 proteins that contain a NYN domain (with *Drosophila* MARF1 being the exception) also contain two RRMs, the functions of which are not known. We show here that human MARF1 requires RRM1 to efficiently repress target mRNAs. MARF1 mutants lacking RRM1 or containing amino acid substitutions within its putative RNA binding surface are unable to efficiently silence reporter mRNAs containing MARF1-targeted 3’UTRs. Importantly, these mutants were also unable to silence the RL-5BoxB reporter when artificially tethered to it. In marked contrast to this, a MARF1 deletion mutant lacking its LOTUS domains, which could repress the RL-5BoxB construct was unable to silence reporters with endogenous 3’UTR sequences targeted by MARF1. All in all, these data suggest that RRM1 does not play a role in initial target mRNA recognition but rather in subsequent NYN-mediated cleavage of a targeted mRNA. We speculate that RRM1 may function to properly position the NYN domain on a target mRNA in order to promote efficient cleavage. The fact that all MARF1 proteins that contain a NYN domain also maintain RRM1, whereas the *Drosophila* MARF1 protein that lacks a NYN domain does not contain an analogous domain to RRM1, lends credence to this model.

### A non-canonical role for EDC4 in regulating mRNA decay

The mRNA decapping machinery, comprising DCP1 and DCP2, EDC4 and other factors, plays an important role in promoting mRNA turnover by hydrolyzing the mRNA 5’ cap, thus making it accessible to 5’−3’ decay by the XRN1 exonuclease. EDC4 also associates with the miRISC and enhances microRNA-mediated mRNA decay (Brodersen et al., 2008; Eulalio et al., 2007; Nishihara et al., 2013). Similar to the miRISC, MARF1 physically interacts with mRNA decapping factors, including EDC4 (Bloch et al., 2014; Nishimura et al., 2018). Importantly, we show here that instead of stimulating the decay of MARF1-targeted mRNAs, EDC4 has the opposite effect. Overexpressing EDC4 impairs MARF1 repression of target RNAs but has no effect on the silencing potential of a MARF1 mutant that cannot bind EDC4. In addition, depleting endogenous EDC4 or preventing MARF1 association with EDC4 enhances MARF1-mediated repression. Importantly, our data indicate that EDC4 only impairs MARF1 repression only when it is recruited to a target mRNA via its LOTUS domains, whereas EDC4 association with MARF1 has no impact on MARF1 repression when it is artificially tethered to a reporter mRNA in a LOTUS-independent manner (i.e. λN-BoxB tethering). Moreover, RNA immunoprecipitation experiments indicate that EDC4 negatively regulates MARF1-mediated repression by preventing target mRNA association as opposed to inhibiting NYN-mediated target cleavage. Based on these data, we hypothesize that EDC4 binding to the MARF1 C-terminal motif precludes the LOTUS domains from binding to endogenous MARF1 target mRNAs (Figure 7). To our knowledge, this is the first example of the mRNA decapping machinery stabilizing mRNAs (albeit indirectly) by inhibiting an RNA binding protein from interacting with its targets, rather than promoting their turnover.

**Figure 7.**
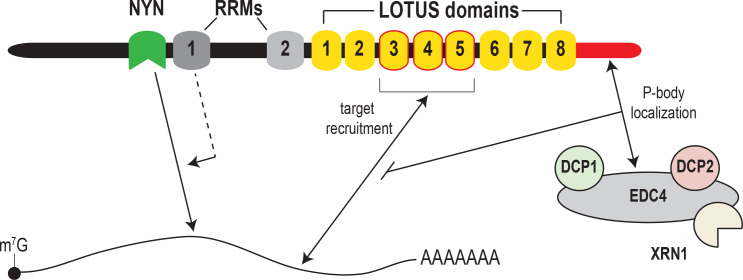
Model for MARF1-mediated mRNA decay. MARF1 recognizes target mRNAs via LOTUS domains 3 through 5. Subsequently, RRM1 enhances NYN-mediated cleavage of target mRNAs, potentially by assisting in positioning the NYN domain on target. EDC4 regulates MARF1-mediated repression by interacting with the MARF1 C-terminus, segregating MARF1 to P-bodies and preventing MARF1 from binding target mRNAs, potentially by interfering with LOTUS domain-RNA interactions.

While metazoan cells contain a number of mRNA-targeting endonucleases including SMG6 and Regnase, MARF1 is unique in that it physically interacts with mRNA decapping factors. Moreover, SMG6 does not require decapping proteins to promote nonsense-mediated mRNA decay (Boehm et al., 2016). We speculate that this form of regulation may serve to prevent MARF1 protein from binding to mRNAs when MARF1 is expressed at low levels. Only when MARF1 gene expression is dramatically upregulated, as is the case during certain stages of oogenesis (Su et al., 2012a; Su et al., 2012b) and bind to target mRNAs in a LOTUS domain-dependent manner. Whether EDC4 has a similar mode of action for other RNA binding proteins remains to be investigated.

EDC4 is a core component of P-bodies, membraneless granules that contain proteins involved in mRNA metabolism (Standart and Weil, 2018; Yu et al., 2005). However, instead of promoting mRNA decay, mRNAs trapped in P-bodies exist in a translationally-repressed state (Hubstenberger et al., 2017). Our data demonstrate that the MARF1 endonuclease localizes to P-bodies via its interaction with EDC4. However, it also suggests that MARF1 is ‘trapped’ in P-bodies and unable to interface with endogenous target mRNAs. Taken together, these data suggest that P-bodies may also regulate mRNA metabolism by impounding specific effectors of mRNA decay (e.g. MARF1) such that they are unable to efficiently bind target mRNAs.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Homo sapiens*)	MARF1		HGNC:HGNC:29562	
Gene (*Homo sapiens*)	EDC4		HGNC:HGNC:17157	
Cell line (*Homo sapiens*)	293T	ATCC	CRL-3216	Cell line maintained in DMEM + 10% FBS,50 U/mL penicillin, and50 ug/mL streptomycin
Cell line (*Homo sapiens*)	HeLa	ATCC	CCL-2	Cell line maintained in DMEM + 10% FBS,50 U/mL penicillin, and50 ug/mL streptomycin
Cell line (*Homo sapiens*)	Flp-In T-REx 293	Thermo Fisher	R78007	Cell line maintained in DMEM + 10% FBS,50 U/mL penicillin, and50 ug/mL streptomycin
Antibody	Anti-HA mouse monoclonal	Covance	901533	WB(1:1000); IF(1:200)
Antibody	Anti-FLAG M2 mouse monoclonal	Sigma-Aldrich	F1804	WB(1:1000); IF(1:500)
Antibody	Anti-V5 Rabbit monoclonal	Cell Signaling	13202	WB(1:1000); IF(1:500)
Antibody	Anti-human/mouse EDC4 Rabbit monoclonal	Bethyl	A300-745A	WB(1:1000); IF(1:500)
Antibody	Anti-human/mouse DCP2 Rabbit monoclonal	Bethyl	A302-597A	WB(1:1000)
Antibody	Anti-human Actin Mouse monoclonal	Cell Signaling	3700	WB(1:30000)
Antibody	Alexa Fluor 488 anti-rabbit	Invitrogen	A32731	IF(1:500)
Antibody	Alexa Fluor 594 anti-mouse	Invitrogen	A32742	IF(1:500)
Recombinant DNA reagent	PLKO.1-Puro (plasmid)	Sigma-Aldrich	RRID :Addgene10878	shRNA backbone used for selecting transfected cells with puromycin
Recombinant DNA reagent	pCI-neo	Promega	E1731	For all constructs labelled ‘LNHA’ and ‘RL’
Recombinant DNA reagent	pBABE-3xFLAG-MARF1^Cterm^	Nishimura et al., 2018		Construct expressing a fragment of MARF1 previously validated by our group to be sufficient to physically interact with the mRNA decapping machinery.
Recombinant DNA reagent	pcDNA-DEST40	Thermo Fisher	12274015	For expression of gateway cloned V5-tagged EDC4
Sequence-based reagent	MAML1 3’UTR cloning primers	This paper	PCR Primer	FWD: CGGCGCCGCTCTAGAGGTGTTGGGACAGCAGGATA REV: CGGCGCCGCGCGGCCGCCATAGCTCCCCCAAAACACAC
Sequence-based reagent	NOTCH2 3’UTR cloning primers	This paper	PCR Primer	FWD: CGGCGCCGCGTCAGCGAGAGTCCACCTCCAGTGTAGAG REV: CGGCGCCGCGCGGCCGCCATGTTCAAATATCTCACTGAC
Sequence-based reagent	ZFP36L2 3'UTR cloning primers	This paper	PCR Primer	FWD: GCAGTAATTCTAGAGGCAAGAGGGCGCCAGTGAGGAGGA REV: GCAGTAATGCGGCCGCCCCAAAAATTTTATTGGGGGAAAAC
Sequence-based reagent	ATXN7L3 3'UTR cloning primers	This paper	PCR Primer	FWD: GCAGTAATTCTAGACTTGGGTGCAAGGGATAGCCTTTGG REV: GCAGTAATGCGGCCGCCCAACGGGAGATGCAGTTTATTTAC
Sequence-based reagent	FAF2 3'UTR cloning primers	This paper	PCR Primer	FWD: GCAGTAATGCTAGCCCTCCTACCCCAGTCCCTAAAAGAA REV: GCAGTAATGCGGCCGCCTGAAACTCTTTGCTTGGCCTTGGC
Sequence-based reagent	CPSF7 3'UTR cloning primers	This paper	PCR Primer	FWD: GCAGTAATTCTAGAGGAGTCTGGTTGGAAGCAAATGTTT REV: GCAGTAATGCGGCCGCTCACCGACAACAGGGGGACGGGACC
Sequence-based reagent	IGF2BP1 3'UTR cloning primers	This paper	PCR Primer	FWD: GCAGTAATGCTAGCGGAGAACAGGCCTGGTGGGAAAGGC REV: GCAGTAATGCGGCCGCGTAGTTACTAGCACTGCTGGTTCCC
Sequence-based reagent	PGAM1 3’UTR cloning primers	This paper	PCR Primer	FWD: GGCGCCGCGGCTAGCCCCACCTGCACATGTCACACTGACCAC REV: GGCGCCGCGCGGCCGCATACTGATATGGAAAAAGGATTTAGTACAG
Sequence-based reagent	MARF1^ΔNYN^cloning primers	This paper	PCR Primer	FWD: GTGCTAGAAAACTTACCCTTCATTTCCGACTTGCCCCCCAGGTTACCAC REV: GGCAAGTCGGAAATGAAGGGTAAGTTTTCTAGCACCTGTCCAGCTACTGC
Sequence-based reagent	MARF1^ΔRRM1^cloning primers	This paper	PCR Primer	FWD: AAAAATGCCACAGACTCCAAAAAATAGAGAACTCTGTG REV: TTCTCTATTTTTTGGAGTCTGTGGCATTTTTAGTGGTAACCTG
Sequence-based reagent	MARF1^ΔRRM2^cloning primers	This paper	PCR Primer	FWD: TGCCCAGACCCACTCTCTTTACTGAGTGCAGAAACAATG REV: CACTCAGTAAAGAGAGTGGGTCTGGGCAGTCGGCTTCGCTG
Sequence-based reagent	MARF1^Y513A/Y515A^cloning primers	This paper	PCR Primer	FWD: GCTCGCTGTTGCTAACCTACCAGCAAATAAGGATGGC REV: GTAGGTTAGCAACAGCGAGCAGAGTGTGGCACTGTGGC
Sequence-based reagent	MARF1^I552A^ cloning primers	This paper	PCR Primer	FWD: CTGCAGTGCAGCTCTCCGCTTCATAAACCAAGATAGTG REV: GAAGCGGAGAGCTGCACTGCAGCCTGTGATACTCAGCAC
Sequence-based reagent	MARF1^F582A^ cloning primers	This paper	PCR Primer	FWD: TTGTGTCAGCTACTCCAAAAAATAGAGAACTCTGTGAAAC REV: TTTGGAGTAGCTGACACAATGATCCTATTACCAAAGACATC
Sequence-based reagent	MARF1^ΔLOTUS1^cloning primers	This paper	PCR Primer	FWD: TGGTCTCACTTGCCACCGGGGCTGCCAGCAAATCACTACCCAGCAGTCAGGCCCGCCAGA REV: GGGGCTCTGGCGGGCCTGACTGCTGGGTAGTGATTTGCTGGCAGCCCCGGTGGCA
Sequence-based reagent	MARF1^ΔLOTUS2^cloning primers	This paper	PCR Primer	FWD: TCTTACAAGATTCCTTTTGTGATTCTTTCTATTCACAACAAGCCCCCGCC REV: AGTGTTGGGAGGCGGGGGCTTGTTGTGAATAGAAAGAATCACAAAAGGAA
Sequence-based reagent	MARF1^ΔLOTUS3^ cloning primers	This paper	PCR Primer	FWD: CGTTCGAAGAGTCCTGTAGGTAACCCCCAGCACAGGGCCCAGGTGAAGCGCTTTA REV: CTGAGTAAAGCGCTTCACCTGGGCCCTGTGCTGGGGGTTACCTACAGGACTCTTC
Sequence-based reagent	MARF1^ΔLOTUS4^ cloning primers	This paper	PCR Primer	FWD: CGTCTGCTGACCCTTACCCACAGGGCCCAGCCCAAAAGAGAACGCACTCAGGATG REV: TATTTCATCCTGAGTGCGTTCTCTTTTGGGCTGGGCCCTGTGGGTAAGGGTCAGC
Sequence-based reagent	MARF1^ΔLOTUS5^ cloning primers	This paper	PCR Primer	FWD: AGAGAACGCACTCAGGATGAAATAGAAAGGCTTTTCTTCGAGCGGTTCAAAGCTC REV: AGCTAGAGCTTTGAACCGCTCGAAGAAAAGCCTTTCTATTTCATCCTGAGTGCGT
Sequence-based reagent	MARF1^ΔLOTUS6^ cloning primers	This paper	PCR Primer	FWD: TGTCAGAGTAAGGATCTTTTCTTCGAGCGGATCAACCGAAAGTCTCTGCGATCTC REV: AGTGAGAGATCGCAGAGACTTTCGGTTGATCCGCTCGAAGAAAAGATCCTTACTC
Sequence-based reagent	MARF1^ΔLOTUS7^ cloning primers	This paper	PCR Primer	FWD: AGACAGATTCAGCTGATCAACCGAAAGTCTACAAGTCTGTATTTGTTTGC REV: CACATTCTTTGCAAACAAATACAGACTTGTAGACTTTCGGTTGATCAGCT
Sequence-based reagent	Full length MARF1 cloning primers	This paper	PCR Primer	FWD: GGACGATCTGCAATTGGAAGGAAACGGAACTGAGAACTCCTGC REV: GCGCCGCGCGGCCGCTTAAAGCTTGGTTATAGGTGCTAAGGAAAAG
Sequence-based reagent	MARF1^ΔCterm^cloning primers	This paper	PCR Primer	FWD: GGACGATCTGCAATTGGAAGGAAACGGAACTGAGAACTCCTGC REV: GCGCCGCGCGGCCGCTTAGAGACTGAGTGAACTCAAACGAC
Sequence-based reagent	MARF1^N-term^cloning primers	This paper	PCR Primer	FWD: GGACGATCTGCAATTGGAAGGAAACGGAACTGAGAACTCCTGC REV: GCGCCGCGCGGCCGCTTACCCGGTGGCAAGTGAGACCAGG
Sequence-based reagent	EDC4 Gateway cloning primers	This paper	PCR Primer	FWD: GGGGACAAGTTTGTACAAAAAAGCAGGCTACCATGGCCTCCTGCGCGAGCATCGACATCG REV: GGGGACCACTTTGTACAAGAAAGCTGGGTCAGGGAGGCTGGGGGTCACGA
Sequence-based reagent	FL qPCR primers	This paper		FWD: CCTTCGATAGGGACAAGACAA REV: AATCTCACGCAGGCAGTTCT
Sequence-based reagent	RL qPCR primers	This paper		FWD: GAGTTCGCTGCCTACCTGGAGCCAT REV: GGATCTCGCGAGGCCAGGAGAG
S1equence-based reagent	GAPDH qPCR primers	This paper		FWD: GTGGAGATTGTTGCCATCAACGA REV: CCCATTCTCGGCCTTGACTGT
Sequence-based reagent	MAML1 qPCR primers	This paper		FWD: GACTCTCTCAACAAAAAGCGTCT REV: AGGAAATGACTCACTGGGGTTA
Sequence-based reagent	NOTCH2 qPCR primers	This paper		FWD: CTCCAGGAGAGGTGTGCTTG REV: TGATGTCTCCCTCACAACGC
Sequence-based reagent	GFP siRNA	Dharmacon	D-001940-01-05	Accell eGFP control siRNA
Sequence-based reagent	EDC4 siRNA	Dharmacon	L-016635-00-0005	SMARTpool
Sequence-based reagent	DCP2 siRNA	Dharmacon	L-008425-01-0005	SMARTpool
Peptide, recombinant protein	Actinomycin D	Sigma-Aldrich	A1410	
Commercial assay or kit	GoTaq qPCR Master Mix	Promega	A6001	Reagent for all qPCR assays
Commercial assay or kit	Dual-Luciferase Assay	Promega	E1910	Reagent for all luciferase assays
Other	DAPI stain	Invitrogen	D1306	(1 µg/mL)

### Cell culture and transfection

Human embryonic kidney HEK293 cells and epithelioid carcinoma HeLa cells were obtained from ATCC. Flp-In T-REx 293 Cell Line were obtained from Thermo Fisher Scientific. Cell lines identity was established via morphology but has not been authenticated and all cells were tested negative for mycoplasma contamination. HEK293 and HeLa cells were grown in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum, 50 U/mL penicillin, and 50 ug/mL streptomycin. Plasmid transfections were performed using polyethyleneimine (PEI).

### iCLIP experimental procedures

Crosslink immunoprecipitation experiments were conducted using a modified single-end (se)CLIP approach (Van Nostrand et al., 2017). All experiments were conducted using HEK293 cells (negative control), or HEK293 cells that express FLAG-tagged MARF^ΔNYN^. Briefly, FLAG-tagged MARF1^ΔNYN^ expression was induced in a 15 cm dish of HEK293 cells with 100 ng/mL of doxycycline for 12 hr. Following induction, 2 × 10^7^ cells were lysed in iCLIP lysis buffer and sonicated (BioRuptor). Lysates were treated with RNAseI (Thermo) to shear RNA, after which FLAG-tagged MARF1^ΔNYN^-RNA complexes were immunoprecipitated with FLAG antibody. Stringent washes were performed, during wish RNA was dephosphorylated with FastAP (Thermo) and T4 PNK (NEB). Following dephosphorylation, a 3’ RNA adaptor was ligated onto the RNA with T4 RNA ligase (NEB). Protein-RNA complexes were resolved by SDS-PAGE, transferred to nitrocellulose membranes, and RNA was isolated from the membrane region corresponding to the migration of MARF1 and 75 kDa above. Isolated RNA was subsequently reverse transcribed with AffinityScript (Agilent) and the 3’ DNA adaptor was ligated onto the cDNA with T4 RNA ligase (NEB). Libraries were then amplified with Q5 PCR mix (NEB).

### seCLIP-seq read processing and clustal analysis

Biological duplicate libraries were sequenced by single-end 50 bp sequencing on a Hi-Seq2500 (Sick Kids, Toronto). RNA sequencing reads were trimmed using Trimmomatic (v0.32) (Bolger et al., 2014), removing adaptor and other Illumina-specific sequences, and low-quality bases at the end of each read, using a 4 bp sliding window to trim where average window quality fell below 30 (phred33 <30). Trimmed reads with less than 15 bases were discarded. The resulting clean set of reads were then aligned to the hg19 (GRCh37) reference genome using STAR (v2.3.0e) (Dobin et al., 2013) with default parameters. Reads mapping to more than 10 locations in the genome (MAPQ <1) were discarded. Secondary alignment reads were removed using samtools (v1.9) (1000 Genome Project Data Processing Subgroup et al., 2009) and duplicates were removed using Picard (v2.10.7) MarkDuplicates. Peaks were then called on the resulting bam files using macs2 (v2.1.1) callpeak using the nomodel option, an extension size of 100 and a FDR threshold of 0.05. 

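Replicate 1 gave 719 peaks and replicate 2 gave 534. An overlap of at least 1 bp, the default of bedtools, gave 282 intervals, and all 282 had the coordinates of the authors' final list. They came from 258 peaks of replicate 1 (35.9%, 95% Wilson interval 32.5 to 39.5%) and 250 peaks of replicate 2 (46.8%, interval 42.6 to 51.1%). The remaining 461 and 284 peaks were found in a single replicate. Intervals had a median length of 120.5 bp, and 8 were shorter than 20 bp. Requiring peaks to overlap by 50% of each left 140 intervals, the largest change among the overlap rules. Across the 282 intervals, which are not independent replicates, the log2 fold enrichment of the replicates had a Spearman's rho of 0.24 (permutation p = 6e-05) and a Pearson's r of 0.24 (p = 5e-05). For the reads at the summit, a comparison chosen after seeing the data, rho was 0.79 and r 0.86 over 278 intervals (p = 1e-05 for both, the smallest that 100000 permutations can give).

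**Figure D3:**
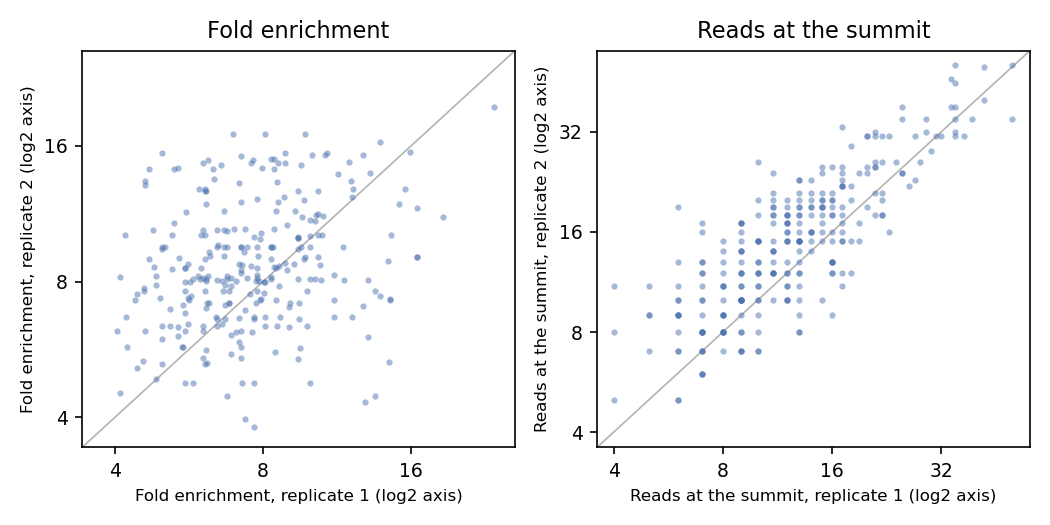
Fold enrichment (left) and reads at the summit (right) of each interval in replicate 1 and replicate 2, on log2 axes; each point is an interval and the line marks equal values. Spearman's rho is 0.24 on the left and 0.79 on the right.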

The list of final peaks reported is the intersection of peaks detected in the pairwise peak calling of MARF1 replicates (n = 2) against control without flag replicates (n = 2). Peaks were then annotated with Homer (v4.10) annotatePeaks using the hg19 reference. Integrative Genomic Viewer (IGV) was used for visualization (Thorvaldsdóttir et al., 2013).

### Plasmids

Plasmids pCI-λNHA-MARF1 variant plasmids were generated by conventional molecular cloning techniques using MfeI and NotI restriction enzyme sites. Point and deletion mutations within the coding sequence of MARF1 were made through site-directed mutagenesis with Phusion Hot-Start II DNA polymerase. Similarly, *Renilla* luciferase (RL) reporter plasmids containing gene-specific 3’UTR regions were generated through conventional cloning using XbaI and NotI restriction enzyme sites. The RL-5BoxB and firefly luciferase (FL) plasmids have been previously described (Nishimura et al., 2018). V5-tagged EDC4 was generated by Gateway cloning pDONR-EDC4 into pcDNA-DEST40 vector (thermo).

### siRNAs and antibodies

Antibodies against HA, FLAG, V5, and 4E-T were purchased from Covance, Sigma, Cell Signaling, and Abcam, respectively. The antibodies against EDC4 and DCP2 were both purchased from Bethyl Laboratories. For siRNA-mediated knockdowns HEK293T cells were seeded at a density of ~15% confluency and transfected with siRNAs against GFP, EDC4 and DCP2 (Dharmacon) at a final concentration of 150 nM using Lipofectamine 2000 reagent (Invitrogen). 24 hr post-transfection, cell culture media was replaced and cells were permitted to grow for an additional 48 hr before being harvested.

### Luciferase and RT-qPCR analyses

HEK293T cells were seeded at a density of ~35% confluency and transfected 24 hr post-seeding. After an additional 24 hr post-transfection, cells were harvested and lysed in Passive Lysis Buffer (Promega). The activity levels of the *Renilla* (RL) and firefly (FL) luciferase reporters was measured using Dual-Luciferase Assay (Promega). Cell lysate was also analyzed by western blotting in order to determine relative protein expression levels. For RT-qPCR analysis HEK293T cells were seeded at a density of ~20% confluency and co-transfected with MARF1 variants, RL-MAML1, FL (control) and an empty puromycin-resistance selection cassette 24 hr post-seeding. 24 hr post-transfection, the cell culture media was replaced with complete cell culture media containing 2 ug/mL of puromycin. After an additional 24 hr post-puromycin selection, cells were harvested and RNA was extracted using EZ-10 Spin Column RNA Miniprep Kit (Biobasic). Extracted RNA was DNaseI treated (Invitrogen) for 1 hr and inactivated using inactivating reagent (Invitrogen). The DNaseI treated RNA was random hexamer-primed and reverse transcribed following the protocol for Maxima H Minus Reverse Transcriptase (Thermofisher). Quantitative PCR on the generated cDNA was carried out with GoTaq qPCR Master Mix (Promega) and primers (IDT) against the ORF of RL-MAML1 and FL (control) plasmids and against the coding sequence of endogenous GAPDH (control), MAML1, and NOTCH2 transcripts.

### Structural modelling of RRM1

The structural model of the MARF1 RRM1 domain was generate using the Phyre2 structure prediction server (Kelley et al., 2015). Amino acids putatively involved in RNA binding were identified by superposition with structures of other RRM domain proteins, including Nab3 (Hobor et al., 2011).

### Immunofluorescent staining

HeLa cells were seeded at a confluency of ~25% grown on coverslips for 24 hr. Post-seeding, cells were transfected with combinations of HA-tagged MARF1^WT^ or MARF1^ΔC-term^, V5-tagged EDC4 and 3xFLAG-tagged MARF1^C-term^. 24 hr post-transfection, cells were washed twice with PBS and then subsequently fixed with 10% formaldehyde in PBS for 20 min. After formaldehyde fixing, cells were washed four times with PBS and then permeabilized with 0.1% triton in PBS (PBS-T) for 20 min. After permeabilization, the samples were blocked in 4% bovine serum albumin (BSA) in PBS at room temperature (RT) for 1 hr. Primary antibodies were diluted 1:200 for anti-HA and 1:500 for anti-FLAG and anti-EDC4 in 4% BSA. Diluted antibodies were added to the coverslips after blocking and left to incubate at 4°C overnight. The next day, cells were washed three times with PBS-t. Secondary antibodies were diluted 1:500 for both Alexa Fluor 488 goat anti-rabbit and Alexa Fluor 594 goat anti-mouse in 4% BSA (ThermoFisher). Secondary antibody was added to the coverslips and incubated at RT for 45 min, shielded from light. Post-secondary incubation, coverslips were washed once with PBS-t and then three additional times with PBS to remove any residual triton. Nuclei were stained with DAPI for 15 min at RT, shielded from light. Coverslips were washed four times with PBS before being mounted onto glass slides with ProLong Gold media (ThermoFisher). Images were taken using a Zeiss Confocal LSM 800 microscope at 40X magnification and processed with Fiji to add scale bars.

### RNA immunoprecipitation assay

Experiments were conducted using HEK293 cells that express FLAG-tagged MARF^ΔNYN^. Briefly, FLAG-tagged MARF^ΔNYN^ expression was induced in a 10 cm dish of HEK293 cells using 2 ug/mL of doxycycline for 24 hr. Concurrently, cells were transfected with either plasmids coding for GFP (control) or V5-tagged EDC4. 24 hr post-transfection, cells were washed with PBS and UV crosslinked at 150 mJ cm^−2^. Cells were harvested and lysed in lysis buffer (50 mM Tris-HCl, pH 7.4; 100 mM NaCl; 1% NP40 (Igepal CA630); 0.1% SDS; 0.5% sodium deoxycholate; protease inhibitor; in RNase-free water). Lysates were incubated overnight with empty protein G magnetic beads (control) or beads coupled to FLAG antibody. Aliquots were taken for RNA and Protein inputs. Beads were then magnetized and stringently washed as outlined in the eCLIP protocol. 20% of the washed beads were taken for validation by western blot with the ‘Protein Input’ samples. The remaining beads were Proteinase K treated for 20 min at 37C, shaking at 1200 rpm. Post-proteinase K treatment, input and IP samples were RNA-extracted using EZ-10 Spin Column RNA Miniprep Kit (Biobasic). Extracted RNA was DNaseI-treated (Invitrogen) for 1 hr and inactivated using inactivating reagent (Invitrogen). RNA was reverse transcribed using random hexamer following the protocol for Maxima H Minus Reverse Transcriptase (Thermofisher). Quantitative PCR on the generated cDNAs was carried out with GoTaq qPCR Master Mix (Promega) and primers (IDT) against the ORF of our RL-MAML1 and FL (control) plasmids. To measure MARF1-target mRNA enrichment levels, the input and IP samples were first analyzed separately. The CT values of the RL-MAML1 mRNA as determined by qPCR were first normalized to the FL mRNA CT values (ΔCT). This ΔCT value for the FLAG immunoprecipitation samples was then normalized to the ΔCT value of the uncoupled beads (ΔΔCT). Finally, the relative fold-change of the ΔΔCT value was determined by calculating 2^-ΔΔCT^. After the relative fold-changes were calculated, the enrichment between the IP and input values was determined by dividing the IP relative fold-change by the input relative fold-change.

### mRNA stability assays

HEK293 cells were transiently transfected with plasmids coding for RL-MAML1, FL and various λNHA-expressing proteins using PEI reagent (Polysciences). 24 hr later, cells were treated with Actinomycin D (5 μg/ml) for various amounts of time and lysed. Total RNA was extracted and RT-qPCR was performed on these samples as outlined above with primers against the coding sequences of RL and FL.

## Data Availability

Sequencing data have been deposited in GEO under accession code GSE149820. The following dataset was generated: FabianMBrothersWRHebertSKleinmanC2020Data from: A non-canonical role for the EDC4 decapping factor in regulating MARF1-mediated mRNA decayNCBI Gene Expression OmnibusGSE14982010.7554/eLife.54995PMC727988732510323

# Supplementary material for: A non-canonical role for the EDC4 decapping factor in regulating MARF1-mediated mRNA decay
**Source:** eLife. 2020 Jun 8;9:e54995. doi: 10.7554/eLife.54995
**Supplement:** Figure 3—source data 1. — (A) Sequence alignment of conserved amino acids within the MARF1 LOTUS domains 1 through 6 of human (Hs), Drosophila melanogaster (Dm), Xenopus tropicalis (Xt) and Danio rerio (Dr). LOTUS domain amino acids are in bold font. (B) Sequence alignment of human LOTUS domains 3 and 5. Identical amino acids are denoted with an asterisk and conservative amino acids substitutions are denoted with a colon.

# A

## >LOTUS1

|    |                                                                        |     |
|----|------------------------------------------------------------------------|-----|
| Dm | ----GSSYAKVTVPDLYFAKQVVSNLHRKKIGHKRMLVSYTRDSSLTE <b>VNTLRCQVAGLL</b>   | 316 |
| Dr | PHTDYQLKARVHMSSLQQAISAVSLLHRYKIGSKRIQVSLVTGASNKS <b>LTCLSSSEIIISIL</b> | 663 |
| Hs | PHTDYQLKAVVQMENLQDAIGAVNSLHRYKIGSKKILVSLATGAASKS <b>LSLLSAETMSVL</b>   | 887 |
| Xt | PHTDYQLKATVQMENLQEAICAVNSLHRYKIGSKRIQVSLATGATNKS <b>LSLLSFGTVSIL</b>   | 875 |
|    | * * : * * * * * * * * * * * * * * * * * * * * *                        |     |

|    |                                                                      |     |
|----|----------------------------------------------------------------------|-----|
| Dm | <b>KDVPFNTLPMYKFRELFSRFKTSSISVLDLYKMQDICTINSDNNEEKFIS</b> LNPELVN--- | 373 |
| Dr | <b>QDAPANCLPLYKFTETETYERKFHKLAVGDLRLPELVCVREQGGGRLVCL</b> LSNTQIRQSP | 723 |
| Hs | <b>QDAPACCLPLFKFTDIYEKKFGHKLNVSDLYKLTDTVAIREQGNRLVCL</b> LPSSQARQSP  | 947 |
| Xt | <b>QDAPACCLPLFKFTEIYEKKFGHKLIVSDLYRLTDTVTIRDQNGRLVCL</b> LPVQARQSP   | 935 |
|    | : * * * * : * * : * * : * * * * : * * : * *                          |     |

## >LOTUS2

|    |                                                                       |      |
|----|-----------------------------------------------------------------------|------|
| Dm | <b>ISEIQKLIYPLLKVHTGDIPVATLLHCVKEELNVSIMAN</b> ----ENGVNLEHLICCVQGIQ  | 473  |
| Dr | <b>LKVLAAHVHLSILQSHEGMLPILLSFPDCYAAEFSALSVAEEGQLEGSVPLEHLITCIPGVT</b> | 840  |
| Hs | <b>LKTFAPQVHSLLOTHEGTVPLLSFPDCYIAEFGDLEVQENQ</b> --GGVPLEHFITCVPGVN   | 1061 |
| Xt | <b>LKTFAPQVHSLLOTHEGTVPLLSFPDCYAAEFSALKEVQEQQ</b> --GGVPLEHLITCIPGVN  | 1049 |
|    | : : : * * * * * : * * : * * * * * : * * * * * * * *                   |      |

|    |                                                                      |      |
|----|----------------------------------------------------------------------|------|
| Dm | <b>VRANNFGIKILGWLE</b> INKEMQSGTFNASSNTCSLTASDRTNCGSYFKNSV-ADPLFQISR | 532  |
| Dr | <b>IVTAQNGFKVIKWI</b> HNKPPPPNADL-----WLQ-----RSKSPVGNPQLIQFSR       | 884  |
| Hs | <b>IATAQNGIKVVKWI</b> HNKPPPPNTDP-----WLL-----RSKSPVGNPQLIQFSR       | 1105 |
| Xt | <b>IATAQNGIKVVKWI</b> HNKPPPPNSDP-----WLL-----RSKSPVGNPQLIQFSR       | 1093 |
|    | : : * * * : * * : * * * * * * * *                                    |      |

## >LOTUS3

|    |                                                                      |      |
|----|----------------------------------------------------------------------|------|
| Dm | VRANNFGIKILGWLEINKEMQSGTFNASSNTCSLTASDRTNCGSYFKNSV-ADPL <b>FQISR</b> | 532  |
| Dr | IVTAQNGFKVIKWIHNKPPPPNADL-----WLQ-----RSKSPVGNP <b>QLIQFSR</b>       | 884  |
| Hs | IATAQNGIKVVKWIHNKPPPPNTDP-----WLL-----RSKSPVGNP <b>QLIQFSR</b>       | 1105 |
| Xt | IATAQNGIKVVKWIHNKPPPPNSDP-----WLL-----RSKSPVGNP <b>QLIQFSR</b>       | 1093 |
|    | : : * * * : * * : * * * * * * * *                                    |      |

|    |                                                                      |      |
|----|----------------------------------------------------------------------|------|
| Dm | <b>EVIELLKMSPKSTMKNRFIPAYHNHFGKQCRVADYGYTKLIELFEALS</b> NVVQIMGDGEN  | 592  |
| Dr | <b>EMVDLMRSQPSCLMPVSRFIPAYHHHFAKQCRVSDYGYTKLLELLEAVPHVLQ</b> ILGLGSK | 944  |
| Hs | <b>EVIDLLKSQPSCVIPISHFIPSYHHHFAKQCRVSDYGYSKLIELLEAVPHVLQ</b> ILGMGSK | 1165 |
| Xt | <b>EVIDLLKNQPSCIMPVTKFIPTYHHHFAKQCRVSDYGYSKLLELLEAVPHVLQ</b> ILGMGSK | 1153 |
|    | * * * * : * : * * * * * * * * * * * * * * * * *                      |      |

|    |                                                                      |      |
|----|----------------------------------------------------------------------|------|
| Dm | <b>RQITLS</b> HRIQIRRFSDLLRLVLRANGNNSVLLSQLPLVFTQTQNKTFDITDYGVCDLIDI | 652  |
| Dr | <b>RLLTLT</b> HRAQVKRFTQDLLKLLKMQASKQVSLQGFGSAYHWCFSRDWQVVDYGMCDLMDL | 1004 |
| Hs | <b>RLLTLT</b> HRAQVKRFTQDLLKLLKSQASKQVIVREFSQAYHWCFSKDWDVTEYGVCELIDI | 1225 |
| Xt | <b>RLLTLT</b> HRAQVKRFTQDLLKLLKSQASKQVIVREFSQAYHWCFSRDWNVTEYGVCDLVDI | 1213 |
|    | * : * * * * * * * * * * : * : : : : : : : * * * * * * *              |      |

## >LOTUS4

|    |                                                                      |      |
|----|----------------------------------------------------------------------|------|
| Dm | RQITLSHRIQ <b>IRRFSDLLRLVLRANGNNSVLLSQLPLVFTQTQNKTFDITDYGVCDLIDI</b> | 652  |
| Dr | RLLTLT <b>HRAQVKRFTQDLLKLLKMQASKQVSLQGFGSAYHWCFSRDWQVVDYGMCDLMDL</b> | 1004 |
| Hs | RLLTLT <b>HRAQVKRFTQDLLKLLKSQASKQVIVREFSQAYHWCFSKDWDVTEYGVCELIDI</b> | 1225 |
| Xt | RLLTLT <b>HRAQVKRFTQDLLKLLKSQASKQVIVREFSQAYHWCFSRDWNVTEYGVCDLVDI</b> | 1213 |
|    | * : * * * * * * * * * * : * : : : : : : : * * * * * * *              |      |

|    |                                                                                |      |
|----|--------------------------------------------------------------------------------|------|
| Dm | <b>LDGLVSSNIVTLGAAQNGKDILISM</b> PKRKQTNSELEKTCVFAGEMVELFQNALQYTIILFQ          | 712  |
| Dr | <b>LSEIPDSTI</b> ---SVCQQDADVII <b>ISV</b> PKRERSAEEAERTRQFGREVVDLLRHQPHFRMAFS | 1061 |
| Hs | <b>VSEIPDTTI</b> ---CLSQQDNEMVICI <b>IP</b> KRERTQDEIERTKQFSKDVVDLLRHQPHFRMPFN | 1282 |
| Xt | <b>VSEIPDTTI</b> ---CVSQQDGESVISI <b>IP</b> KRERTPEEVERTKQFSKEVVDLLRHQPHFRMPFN | 1270 |
|    | : : : * * : : * * * * * : * * * * * : * * * * * : * * * * *                    |      |

```

>LOTUS5
Dm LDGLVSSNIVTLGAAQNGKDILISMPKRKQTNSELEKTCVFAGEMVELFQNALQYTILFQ 712
Dr LSEIPDSTI---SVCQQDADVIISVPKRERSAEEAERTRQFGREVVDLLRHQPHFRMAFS 1061
Hs VSEIPDTTI---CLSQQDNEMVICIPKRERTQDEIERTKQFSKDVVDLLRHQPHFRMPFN 1282
Xt VSEIPDTTI---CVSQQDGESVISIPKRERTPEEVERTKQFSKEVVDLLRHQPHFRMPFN 1270
: : * * : : * : * : * : * : * : * : * : * : * : *

Dm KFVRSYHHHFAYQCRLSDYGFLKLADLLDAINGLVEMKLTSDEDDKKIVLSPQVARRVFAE 772
Dr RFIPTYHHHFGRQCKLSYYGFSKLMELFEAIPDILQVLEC-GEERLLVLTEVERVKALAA 1120
Hs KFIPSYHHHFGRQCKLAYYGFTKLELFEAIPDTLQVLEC-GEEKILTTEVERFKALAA 1341
Xt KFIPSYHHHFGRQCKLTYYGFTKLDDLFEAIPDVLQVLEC-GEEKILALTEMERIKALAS 1329
: * : * : * : * : * : * : * : * : * : * : * : *

>LOTUS6
Dm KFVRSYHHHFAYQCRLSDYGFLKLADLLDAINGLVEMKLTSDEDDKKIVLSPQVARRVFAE 772
Dr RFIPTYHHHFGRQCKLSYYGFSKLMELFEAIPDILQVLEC-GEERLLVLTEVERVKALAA 1120
Hs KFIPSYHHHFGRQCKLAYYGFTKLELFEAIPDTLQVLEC-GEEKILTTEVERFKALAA 1341
Xt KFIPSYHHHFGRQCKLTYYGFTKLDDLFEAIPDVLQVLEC-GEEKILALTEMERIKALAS 1329
: * : * : * : * : * : * : * : * : * : * : * : *

Dm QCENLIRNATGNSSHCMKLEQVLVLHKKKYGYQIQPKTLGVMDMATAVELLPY-VELKKK 831
Dr QLVKLLRA---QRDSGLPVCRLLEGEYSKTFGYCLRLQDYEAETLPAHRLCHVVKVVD 1177
Hs QFVKLLRS---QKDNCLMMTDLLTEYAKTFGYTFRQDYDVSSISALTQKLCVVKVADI 1398
Xt QLVKLLRS---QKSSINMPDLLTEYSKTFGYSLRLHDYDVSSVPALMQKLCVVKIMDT 1386
* : * : * : * : * : * : * : * : * : * : * : *

Dm --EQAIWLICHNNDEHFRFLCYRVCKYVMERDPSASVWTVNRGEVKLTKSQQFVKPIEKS 889
Dr PEGKEVQLI---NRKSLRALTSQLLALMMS-----LPEERSDVCVEE----- 1216
Hs ESGRQIQLI---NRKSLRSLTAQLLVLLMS-----WEG-TTHLSVEE----- 1436
Xt DLGKQIQLI---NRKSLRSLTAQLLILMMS-----WDE-SSSLTVEQ----- 1424
: : * * * : * * : : * : : : : : : : : : : :

```

## B

```

Hs LOTUS3 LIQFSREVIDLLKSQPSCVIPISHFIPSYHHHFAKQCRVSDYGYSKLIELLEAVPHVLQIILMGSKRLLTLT
HS LOTUS5 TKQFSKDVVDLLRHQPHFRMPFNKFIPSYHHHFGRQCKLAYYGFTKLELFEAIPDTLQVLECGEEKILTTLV
      * * : * : * : * * : * : * * * * * : * : * * : * : * * : * : *

```

Figure 3-source data 1

How the deposited data were processed for this re-analysis (not part of the article)

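The data are iCLIP libraries of HEK293 cells, 2 biological replicates of cells expressing F-MARF1 ΔNYN and 2 of control cells without a FLAG-tagged protein. The authors trimmed the reads with Trimmomatic 0.32, aligned them to hg19 (GRCh37) with STAR 2.3.0e, dropped reads that mapped to more than 10 places, and removed secondary alignments with samtools 1.9 and duplicates with Picard 2.10.7. They called peaks with macs2 2.1.1 without a fragment model, at an extension size of 100 bp and an FDR of 0.05, for each F-MARF1 ΔNYN replicate against the control of the same number. Homer 4.10 annotated the intersection of both lists.

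The authors deposited a list of peaks per replicate with a score, a fold enrichment (a linear ratio over the local background at the summit), and the −log10 of the p-value and of the q-value. In the deposited lists the score is the integer part of 10 times the −log10 q-value, and the final list repeats the score of replicate 1. The deposited files hold no counts or other values per library, so no test between conditions beyond the authors' peak calling was possible, and 0 columns of values per sample were left unused. The totals per library are unknown.

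Fold enrichments and q-values were used as the peak caller gave them, to describe, rank and filter peaks. Reads at the summit and the local background were solved from the fold enrichment, taken as (reads + 1) / (background + 1), and the Poisson p-value. This was tested on simulated data, where 400 of 400 peaks were recovered both with a read weight of 1 and with 0.9. The number of control reads is the largest that the background allows in 100 bp.

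The peak lists were intersected with bedtools 2.31.1 at 1 bp. Intervals were also annotated by their middle base with GENCODE release 44 on the same build (GRCh37). The single-replicate lists carry no Homer annotation, so results without a replicate used GENCODE. The gene name table held 0 older symbols, and 3 symbols were matched through RefSeq synonyms. The genes named are every gene the paper names as an iCLIP target, IL6, and the 5 genes with the highest fold enrichment in the lower replicate, a rule set before the data were examined. Other genes named were chosen after their values were seen.

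Shares have 95% Wilson intervals. Correlations and differences of means were tested two-sided with 100000 permutations across intervals or genes, which are not independent replicates. For short motifs, Fisher's exact test with Benjamini-Hochberg adjustment compared intervals with windows of the same 3'UTR, and was tested on simulated data. Predicted folding energies came from ViennaRNA 2.7.2, for sequences of at least 30 nt, with 10 dinucleotide-preserving shuffles of each. Near-identical copies were sought with blastn 2.17.0 among GENCODE transcripts, for intervals of at least 30 bp, at 95% identity over 90% of the length. Only matches to other protein-coding genes or to NORAD were counted. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Alternatives covered stricter q-values (0.01 and 0.001), a fold enrichment of at least 4, other overlap rules, other weights and annotations of intervals, other lengths of motif and each replicate alone. Reporter, immunoblot, RT-qPCR and oocyte expression experiments were not analysed here, apart from the oocyte fold changes of Supplementary file 2, which are the paper's.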

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

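All tests in this part were chosen after the results were seen. The design compares cells with and without F-MARF1 ΔNYN, and neither the sample records nor the paper state whether control cells received doxycycline. Biological explanations were not tested, apart from binding to the endogenous MARF1 mRNA, which could not be decided.

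The paper does not discuss peaks in MARF1 itself, where a signal above the control was present. Of 18 intervals there, 17 lay in coding exons and 1 in the 3'UTR, while 87.5% of the 264 intervals outside MARF1 lay in 3'UTRs. The authors' list assigns 6 of the 18 to C16orf45. The cells express MARF1 coding sequence from the transgene and control cells do not, so transgene mRNA may account for the coding intervals. The transgene lacks 429 bp, or 8.21% of the coding sequence, in exons 5 to 7. None (0) of the 17 coding intervals lay in that part, where 1.40 would be predicted by length (exact binomial test, one-sided, p = 0.233). Binding along the coding sequence of the endogenous mRNA and mRNA of the transgene therefore cannot be told apart, since the deletion is too short for the number of intervals. The 1 interval in the 3'UTR of MARF1, on chromosome 16 from 15689335 to 15689434, is not in the cloned coding sequence, which argues against the transgene as its source. Its fold enrichments were 6.75 and 10.3.

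A further signal outside the mRNAs that the paper discusses came from 20 intervals that lie in no exon of a protein-coding transcript or of NORAD. Of these, 13 (65.0%, 95% Wilson interval 43.3 to 81.9%) matched a transcript of another protein-coding gene or of NORAD at 95% identity or more. Of the other intervals, 4 of 250 (1.60%, interval 0.624 to 4.04%) did (Fisher's exact test, two-sided, p = 3.43e-14). Copies in pseudogenes, other non-coding genes or intergenic sequence did not count as matches. This definition by itself favours intervals outside mRNA exons, so the size of the contrast and its p-value partly follow from it. For 12 of the 13, the matching gene is itself in the final list. Reads shared with near-identical copies of target mRNAs are a candidate source of these intervals. The methods keep reads that map to as many as 10 places, while the results text says that multi-mapping reads were removed. For 6 of the 117 gene symbols, all intervals were of this kind.

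Peaks of a single replicate also stood above the control. They were found in the 3'UTRs of 199 genes outside the final list in replicate 1 and of 115 in replicate 2, and 45 genes were in both lists without any shared interval. In 10000 draws of gene lists of these sizes by 3'UTR length alone, the mean was 2.70 genes and the largest 12 (permutation p = 0.0001, the smallest these draws can give), which argues against chance by length. Lists drawn with equal probability from 509 genes would share as many, and expression levels, which the files do not give, were not tested. The nearest peaks of the replicates were a median of 429 bp apart in these genes. Single-replicate peaks had fewer reads at the summit than shared ones (median 7 against 12 in replicate 1 and 10 against 14 in replicate 2, permutation p = 1e-05 for each, the smallest that 100000 permutations can give). Low read numbers may thus explain why the other replicate missed such peaks.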

How the results depend on the processing

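No paired analysis was possible because each peak list already compares a library with its numbered control and no value per library is given. The alternatives were set before the data were examined unless said otherwise. Of 58 alternatives, 44 kept their direction and their side of the threshold or, for values without a test, moved by less than the spread between replicates, the 95% interval or a factor of 1.5. One of these 44, the correlation with oocyte fold change without replicate 1, still changed sign.

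The 282 shared intervals became 140 with a reciprocal overlap of 50%, and a single replicate gave from 534 to 719 peaks, both by construction. By the GENCODE annotation the 109 target genes became from 236 to 350 with a single replicate, also by construction. The count of 117 target genes stayed between 81 and 156 under the other alternatives, 4 of which were added after seeing the data.

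The 3'UTR share of 66.3% rose to 82.3% with the GENCODE annotation and ranged from 64.5 to 70.9% under the other alternatives of that kind. Among alternatives added after seeing the data, it was 64.6% with Homer and intervals weighted by reads at the summit, 79.7% with GENCODE and intervals weighted by reads, and 92.0% with GENCODE and without MARF1 and copies. The last rise follows by construction, since copies were left out only where they lay outside mRNA exons. The median log2 fold enrichment of the 8 named targets was 3.16, and from 3.24 to 3.42 with a single replicate, each taking the highest peak of a gene in each replicate. With the same interval of each gene in both replicates, a comparison chosen after seeing these values, it was 3.24 in replicate 1 and 3.06 in replicate 2. The rise to 3.42 thus came with another interval being the highest in replicate 2 for 2 of the 8 genes.

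The count of 6-mers past the threshold rose from 0 to 1 with 5-mers. It was also 1 in 1 of 20 other draws of the windows, which were added after seeing the data. The cause was not tested.

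The lower folding energy of intervals against windows (-0.0373 kcal/mol per nt, permutation p = 0.00027) was weaker against dinucleotide-preserving shuffles (-0.0102, permutation p = 0.269). A paired permutation test of that difference, added after seeing it, gave p = 9e-05. The correlation of enrichment with oocyte fold change was near 0 (rho = -0.0056, p = 0.978) and changed sign with the sum of fold times length (0.0309, p = 0.871) and with the *Marf1 D272A/D272A* values (0.0120, p = 0.948). With a single replicate it ranged from -0.0634 to 0.0492.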

Differences from the paper's values

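The legend of Figure 1B gives its values for crosslinked reads, while the paper's text cites the figure for assigned peaks. The values here count intervals. Coding exons held 7.09% of the intervals by the Homer annotation, against the paper's about 1% in Fig. 1B, read by eye. None of the alternatives set before the data were examined closed this gap, the nearest being 2.56% with each gene counted once by its best peak. By GENCODE, 17 of the 21 coding intervals lay in MARF1, a count made after seeing the data. This gene thus makes up most of the coding share. Introns held 3.19%, against the paper's about 5% in Fig. 1B, read by eye, which lies inside the 95% Wilson interval of 1.69 to 5.95%. The share was 5.13% with each gene counted once and 3.59% at a q-value below 0.001, both within a factor of 1.5 of the paper's value, and from 2.84 to 3.26% under the other alternatives set before the data were examined, which were just outside that factor or further from it. Intergenic sequence held 12.4%, against the paper's about 3% in Fig. 1B, read by eye. With the GENCODE annotation it was 2.13%, and none of the other alternatives set before the data were examined closed the gap.

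The 3'UTR share was 66.3%, against the paper's about 91% in Fig. 1B, read by eye, a ratio below 1.5. The nearest of the alternatives set before the data were examined was 82.3% with GENCODE. With intervals weighted by reads at the summit, added after seeing the data, it was 64.6% with Homer and 79.7% with GENCODE. A share of 92.0% was reached with GENCODE and without MARF1 and copies, which was chosen after seeing the values, the paper's included. Copies were left out only outside mRNA exons, so this share cannot serve as evidence for the paper's value. The paper reports 108 mRNAs, and the final list holds 117 gene symbols. The 34 genes of the paper's oocyte comparison were all in the list once older symbols were matched.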

Other observations

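The correlation of enrichment with oocyte fold change was chosen before its result was seen, as were the unpaired tests of folding energy and the comparison of the gaps that intervals and windows have to their own shuffles. The other tests in this part were chosen after the result was seen.

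Of the 35 intervals that Homer called intergenic, 65.7% lay in 3'UTRs of GENCODE. Most of the intervals so placed lay in LNPEP, so this share rests largely on that gene. Annotated 3' ends that the authors' annotation lacked may account for the intervals placed in 3'UTRs. No biological explanation was tested.

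Fold enrichments of the replicates were weakly correlated (rho = 0.24), and their reads at the summit more strongly (rho = 0.79). Single control reads that set the local background by chance are a candidate cause. The local background was correlated between the replicates (Spearman's rho = 0.695, across 278 intervals), but differences in local coverage alone could give such a correlation, so this value leaves the explanation open.

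The paper proposes that structural motifs or positional elements determine the binding of MARF1. The predicted folding energy of 151 intervals was lower than that of windows from the same 3'UTRs (-0.239 against -0.201 kcal/mol per nt, permutation p = 0.00027, lower in 100 of 151). Across all 159 intervals that had a window, GC content was 45.4% against 39.9% in the windows (permutation p = 6e-05). Against their own shuffles the difference was -0.0102 and not past the threshold in the unpaired permutation test (p = 0.269), but was in a paired permutation test with sign flips (p = 9e-05, lower in 94 of 151). By gene, the difference was -0.0131 across 81 genes (paired permutation p = 2e-05). Base composition may thus account for much of the difference, and the paired test argues against it as the whole cause. Windows outside peaks were lower than their shuffles in 75 of 151, with a gap of -0.0045 (paired permutation p = 0.0805). The gap of intervals was not shown to be larger (unpaired permutation p = 0.111). That test ignored that each window was drawn for a given interval. Folding that 3'UTR windows share cannot be told apart from folding of the intervals here, since the difference of the gaps was not past the threshold and was not tested with the pairing.

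The middle of the intervals lay at 51.1% of the length of the 3'UTR on average, with 52 of 187 intervals in its first part, 81 in its middle part and 54 in its last part, each part having equal length. The mean did not differ from random placement (permutation p = 0.583), a test that cannot show an excess in the middle. Random placement gave 67.1 intervals in the middle part (permutation p = 0.0372). With the strongest interval of each gene alone, 40 of 86 lay there against 31.5 (permutation p = 0.0676). Both tests of the middle part were chosen after these counts were seen.

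Genes with a higher enrichment were not more increased in *Marf1 GT/GT* oocytes, across 30 genes that are not independent replicates (Spearman's rho = -0.0056, permutation p = 0.978; Pearson's r = -0.0527, p = 0.785). Without the 2 genes farthest from the median enrichment, r was -0.0910. With 30 genes a moderate relation could not be excluded. Enrichments were taken by the authors' symbols, which leave out some intervals of ADCY6 and IRS2.

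In Supplementary file 2, the descriptions of TP53RK and FLVCR1 name other genes, and those of IGF2BP1, DNAJC5 and NAT8L name other members of their families. The fold changes were taken by symbol.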
